# Innate Immune Responses of *Drosophila melanogaster* Are Altered by Spaceflight

**DOI:** 10.1371/journal.pone.0015361

**Published:** 2011-01-11

**Authors:** Oana Marcu, Matthew P. Lera, Max E. Sanchez, Edina Levic, Laura A. Higgins, Alena Shmygelska, Thomas F. Fahlen, Helen Nichol, Sharmila Bhattacharya

## Abstract

Alterations and impairment of immune responses in humans present a health risk for space exploration missions. The molecular mechanisms underpinning innate immune defense can be confounded by the complexity of the acquired immune system of humans. *Drosophila* (fruit fly) innate immunity is simpler, and shares many similarities with human innate immunity at the level of molecular and genetic pathways. The goals of this study were to elucidate fundamental immune processes in *Drosophila* affected by spaceflight and to measure host-pathogen responses post-flight. Five containers, each containing ten female and five male fruit flies, were housed and bred on the space shuttle (average orbit altitude of 330.35 km) for 12 days and 18.5 hours. A new generation of flies was reared in microgravity. In larvae, the immune system was examined by analyzing plasmatocyte number and activity in culture. In adults, the induced immune responses were analyzed by bacterial clearance and quantitative real-time polymerase chain reaction (qPCR) of selected genes following infection with *E. coli*. The RNA levels of relevant immune pathway genes were determined in both larvae and adults by microarray analysis. The ability of larval plasmatocytes to phagocytose *E. coli* in culture was attenuated following spaceflight, and in parallel, the expression of genes involved in cell maturation was downregulated. In addition, the level of constitutive expression of pattern recognition receptors and opsonins that specifically recognize bacteria, and of lysozymes, antimicrobial peptide (AMP) pathway and immune stress genes, hallmarks of humoral immunity, were also reduced in larvae. In adults, the efficiency of bacterial clearance measured *in vivo* following a systemic infection with *E. coli* post-flight, remained robust. We show that spaceflight altered both cellular and humoral immune responses in *Drosophila* and that the disruption occurs at multiple interacting pathways.

## Introduction

Spaceflight alters both cellular and humoral immune responses in humans. Moreover, impaired immunity may present a risk for manned short and long-term exploration missions [1], [2]. In humans, spaceflight affects cell-mediated immunity by altering the production and distribution of leukocytes and the activity of natural killer cells, phagocytic neutrophils and macrophages (reviewed in [3]). In addition, spaceflight affects humoral immunity including the production of interferon and interleukins [4]–[9].

Alterations in the immune system can also be induced *via* mimicking the microgravity environment of spaceflight using analogous environments on Earth. For example, following extended bed rest, humans have low antibody production and increased tumor necrosis factor alpha levels [10], while longterm hindlimb unloading in mice increases susceptibility to infections ([11], [12], reviewed in [13]). The molecular mechanisms underlying changes in immunity are poorly understood in part because the human innate and acquired immune systems are complex and overlap [14] and in part because the stress of spaceflight has compound effects.

The fruit fly is a useful model to tease out these mechanisms because it has a highly conserved innate immunity but lacks a traditional cell-mediated acquired immunity and the vast adaptability of the human immune system [15]–[20]. However, the immune responses of *Drosophila* can be ‘primed’ by exposure to certain pathogens, which activate a set of intra- and extra-cellular pathogen recognition molecules under complex control [21], [22]. This priming effect makes flies more resistant to a subsequent infection [23].

Fruit fly innate immunity includes humoral and cellular factors. The cellular responses by blood cells (hemocytes) include the recognition, phagocytosis and encapsulation of microbes [24], [25]. The humoral factors induce hemolymph coagulation, melanization and the synthesis of antimicrobial peptides (AMPs) [26], [27].

AMPs are expressed constitutively in barrier epithelia and are upregulated upon infection [28]. AMP synthesis is also induced in the fat body both by systemic infection ([29], [30], reviewed in [31]) and by stress *via* the FOXO pathway [32].

Fungi and Gram-positive bacteria activate a set of AMPs *via* the Toll regulatory pathway while Gram-negative bacteria activate AMPs *via* the immune deficiency (Imd) pathway [17], [33], [34]. Although the induction of AMPs was initially thought to be specific to either the Toll or Imd pathway, there is ample evidence that the two pathways overlap [34]–[37]. Both Toll and Imd pathways affect the production of AMPs through the nuclear relocation of dorsal, dif and relish, which can act as transcriptional regulators. In addition to Toll and Imd, the less well-characterized JAK/STAT pathway (Janus kinase signal transducers and activators of transcription) also plays a key role in immunity ([38], [39], reviewed in [40]).

Since the human immune system is complex, we used the *Drosophila* model to tease out the effects of spaceflight on the simpler innate immune system of the fruit fly, focusing on molecular pathways that perform similar functions in the human immune system. In larvae we found reduced cellular phagocytosis of *E. coli* and reduced expression levels of genes encoding hemocyte maturation markers and phagocytosis receptors. Genes involved in humoral immunity (pattern recognition receptors, AMPs, lysozymes and turandot) were also significantly downregulated. The adult flies retained the ability to clear a systemic *E. coli* infection despite short-term alterations of AMP induction.

## Results

### Larval Immune Responses

#### 1. Larvae reared in space are smaller and have fewer plasmatocytes

Late 3^rd^ instar larvae within a 6-hour developmental window, characterized by the clearing of gut contents prior to pupation, were used to examine the immune responses of larvae. The average number of plasmatocytes per animal was lower in space-reared larvae (Fig. 1A) than analogous ground-reared larvae. We could not directly convert this quantity to the number of plasmatocytes per unit volume of hemolymph because the space-reared larvae were smaller (Fig. 1B) and we observed that they contained less fat body than ground controls, which made it difficult to assess the remaining volume of the hemocoel occupied by hemolymph. We therefore examined other indicators of the cellular immune response, specifically the phagocytic capacity of plasmatocytes.

**Figure 1:**
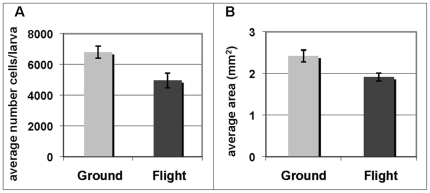
Space-reared larvae have fewer plasmatocytes and are smaller. A. The average number of plasmatocytes per larva was significantly reduced in flight vs ground (*p*-value <0.008, n = 20). B. Larvae reared in space were significantly smaller than ground-reared larvae (*p*-value <0.0085, n = 10).

#### 2. Plasmatocyte phagocytic activity is impaired in space-reared larvae

We quantified the ability of GFP-labeled plasmatocytes in cell cultures to phagocytose Alexa594-labeled *E. coli* over time by analyzing both the number of cells capable of active phagocytosis as well as the amount of bacteria taken up by active cells. We found that hemocyte cultures from larvae that developed from egg to 3^rd^ instar in space had a significantly smaller percentage of cells engulfing bacteria at the early 15, 25 and 35 minutes post-infection (Fig. 2A). The calculated *p*-values were 0.32, 2.16E-07, 3.38E-05, 3.86E-08, and 5.8E-04 for the 5, 15, 25, 35 and 45-minute time points, respectively. This suggests that the onset of phagocytosis may be delayed in space-reared larvae. Active cells from both flight and ground showed a similar level of phagocytosed bacteria up to 25 minutes post-infection (Fig. 2B). However, at 35 and 45 minutes post-infection, the number of *E. coli* inside plasmatocytes isolated from space-reared larvae plateaued, whereas plasmatocytes from the ground-reared larvae continued to engulf bacteria, suggesting a reduction in phagocytic capacity in the space-reared larvae.

**Figure 2:**
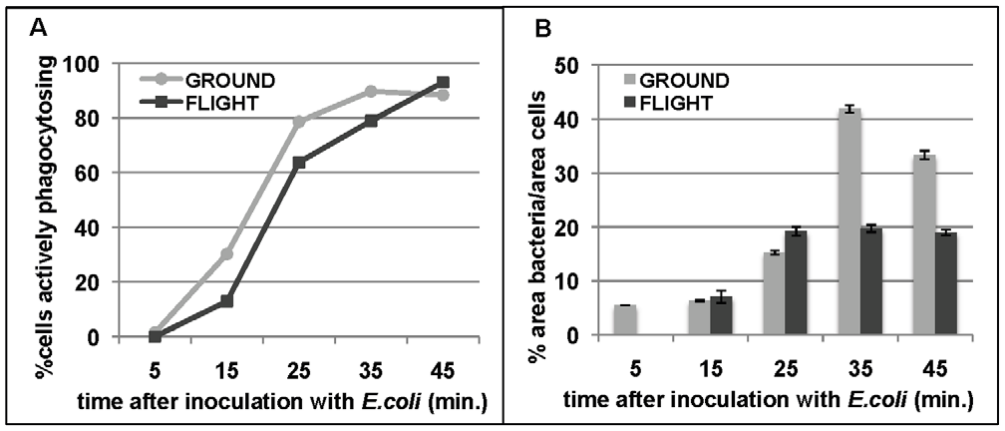
Spaceflight alters phagocytosis. A. The number of actively phagocytosing cells is reduced by spaceflight. At 15, 25, and 35 minutes, a significantly lower number of cells engulfed *E. coli* in hemocyte cultures from spaceflight larvae. The calculated *p*-values were 0.32, 2.16E-07, 3.38E-05, 3.86E-08, and 5.8E-04 for the 5, 15, 25, 35 and 45-minute time points respectively. The data points are tight and give calculated standard error values in the 10^−2^ range, not visible on the graph. B. The phagocytic capacity of larval plasmatocytes is stunted. The number of Alexa594-labeled *E. coli* engulfed by larval plasmatocytes in culture was compared in samples from flight and ground up to 45 minutes after infection. Cells from both space- and ground-reared larvae had similar levels of activity up to 25 minutes post-infection, while after 35 minutes space larvae plasmatocytes had significantly reduced phagocytic capacity.

Taken together, the reduction in the number of phagocytosing cells and in the number of bacteria taken up by active cells, indicate that the cellular phagocytosis aspect of the immune system is downregulated in space-reared larvae. We next used microarray analysis of gene expression levels in 3^rd^ instar larvae to identify possible genes that may cause this impairment of phagocytosis related to spaceflight.

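Larvae in the middle of the 3rd instar were pooled in sets of 50, and RNA from 6 sets that had flown and 6 ground control sets was measured on Affymetrix Drosophila 2.0 arrays, with 1 array per set. The larvae were collected after a flight of 12 days and 18.5 hours. The paper gives a mean temperature of 23.5 °C in flight and 22.5 °C on the ground. Neither the labels nor the paper's text names the cassette that each set came from, so a p-value here measures only the spread between sets, part of which may be technical. The values are log2 expression per probe set. The submitters' processing notes name RMA and the affy package for these values, whereas the paper's methods name MAS background correction, quantile normalization, perfect-match probes and Li-Wong summarization. For each gene, the probe set with the largest SD over the 12 larval arrays was kept, which left 17104 features. Flight and ground larvae were compared with limma, and p-values were adjusted by Benjamini-Hochberg over all features at a threshold of 0.05. The fit was repeated in up to 24 settings that each change 1 choice (probe set, filter, normalization, model, threshold, or 1 array left out). All 39 gene lists were written before the data were examined, 5 of them taken from the paper. The number of arrays limits the precision.

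Of 5 larval serum and fat body proteins, 4 fell in flight larvae and none rose (4 lower when adjusted over the list alone), with a median log2 change of -1.06. The largest fall among them was in Obp99b, an odorant binding protein (log2 change -3.71, standard error 0.789, adjusted p = 0.00611). Fbp1 and Lsp2 passed in 14 of 24 settings each (adjusted p of 0.0198 to 0.104 and 0.00950 to 0.0986). Without flight array 3 or 4 or ground array 10, 11, 13, 14 or 15 neither passed (adjusted p = 0.0706 to 0.101 for Fbp1 and 0.0596 to 0.0986 for Lsp2), nor did Fbp1 without flight array 1 (0.0570) or Lsp2 without flight array 5 or 6 (0.0655 and 0.0663). By camera, a test of whether a list moves more than other genes, this list had an adjusted p = 0.00132, and an adjusted p = 0.235 with an estimated correlation. Of 10 salivary glue genes, Sgs1 and Sgs4 fell, the early glue genes ng1 and ng3 rose, and 6 did not pass the test (6 lower and 2 higher when adjusted over the list alone), with a median of -1.93 and a camera adjusted p = 0.0691. Without flight array 3, 5 or 6 the glue list passed (adjusted p = 0.0430, 0.0280 and 0.0342, range 0.0280 to 0.488 over 17 settings). A staging score, the mean z-score of 11 genes (6 Sgs genes of the glue list and the 5 fat body proteins), averaged -0.624 in flight and 0.624 in ground larvae, and it was chosen as a covariate after the data had been seen. The flight mean rests on arrays 3 and 4, with scores of -1.99 and -1.61, where the other 4 flight arrays lie between -0.28 and 0.17. Without flight array 3 the flight mean is -0.350 and the median of the glue list -1.26. Ground array 12 correlated more closely with the flight arrays (mean r = 0.989) than with its own group (mean r = 0.985).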

#### 3. The population of mature hemocytes is affected in space-reared larvae

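In flight larvae, 13 of the 17 genes listed in Table 1 fell, PGRP-SC2 rose, and Pvf2, lz and Dscam1 did not pass the test. The folds ran from 0.225 for Tep1, a thioester-containing opsonin, to 1.45 for PGRP-SC2, an amidase that cleaves peptidoglycan. In 8 of the 17 genes, the flight arrays lay entirely on one side of the ground arrays, where chance gives 0.216% of genes. Since the study picked these genes on these larvae, their count is not independent evidence of a direction. Over all 17104 features, 2917 changed (1851 higher and 1066 lower) by limma at an adjusted p under 0.05, and 1200 (7.02%) had fully separated arrays. With the staging score as a covariate 311 features passed, and 1009 passed when at least a 1.5-fold change was required.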

Genome arrays showed that many genes associated with the process of cellular immunity and phagocytosis were significantly downregulated after spaceflight (Table 1), including markers of hemocyte development and maturation.

**Table 1:** The expression of genes involved in hemocyte maturation and pathogen recognition and binding is downregulated in spaceflight larvae.

Gene	Symbol	Probe #	Adjusted *p*-value	Up or Down	Fold change
**Hemocyte Maturation**					
Hemese	He	1640654	1.9×10^−8^	D	0.29
lethal (3) malignant blood neoplasm	l(3)mbn	1633919	8.5×10^−4^	D	0.53
Peroxidasin	Pxn	1640097	3.8×10^−3^	D	0.72
PDGF- and VEGF-related factor 2	Pvf2	1630642	1.5×10^−2^	D	0.69
lozenge	lz	1633299	3.5×10^−2^	D	0.74
***E. coli*** ** binding and phagocytosis**					
Scavenger receptor class C, type I	Sr-CI	1631821	3.2×10^−5^	D	0.63
Scavenger receptor class C, type IV	Sr-CIV	1624817	3.0×10^−5^	D	0.56
Down syndrome cell adhesion molecule	Dscam	1637619	3.0×10^−2^	D	0.79
Galactose-specific C-type lectin	Lectin-galC1	1633378	5.5×10^−3^	D	0.60
Thioester containing protein I	TepI	1637734	1.9×10^−8^	D	0.25
Thioester containing protein II	TepII	1630067	1.5×10^−2^	D	0.76
**Pattern Recognition Receptors**					
Gram-negative bacteria binding protein 3	GNBP3	1635470	1.8×10^−4^	D	0.67
Peptidoglycan recognition protein SB1	PGRP-SB1	1636490	6.0×10^−7^	D	0.31
Peptidoglycan recognition protein SA	PGRP-SA	1628884	5.3×10^−6^	D	0.62
Peptidoglycan recognition protein LA	PGRP-LA	1625486	1.3×10^−3^	D	0.74
Peptidoglycan recognition protein LF	PGRP-LF	1633145	1.9×10^−2^	D	0.68
Peptidoglycan recognition protein SC2	PGRP-SC2	1629118	3.0×10^−3^	U	1.41

Among the major categories of genes that were affected in larvae that developed in microgravity were the genes that mark the differentiation and maturation of plasmatocytes (l(3)mbn, Pxn, Pvf2,) and crystal cells (lz); genes involved in *E. coli* binding and phagocytosis; and the pattern recognition receptors GNBP3 and PGRPs which activate the humoral pathways. Gene expression level in spaceflight samples compared to ground controls is expressed as fold change. The statistical significance of the gene changes is shown by the adjusted *p*-value. The false discovery rate (FDR) cut-off was less than 0.05 for all genes.

Third instar larvae contain three populations of hemocytes: active circulating cells that are specified in the embryonic head mesoderm [41], cells that form, differentiate and mature in the lymph gland [42], [43] and a sessile population of hemocytes associated with the epidermis and imaginal discs [44], [45]. Circulating hemocytes are mature and functional at all larval stages, the lymph gland contains pre-prohemocytes, prohemocytes and maturing hemocytes that are not active in the larva, but are released into circulation at metamorphosis and contribute to the adult hemocyte population [46], and the sessile precursors are the source of mature lamellocytes released into circulation upon infection [47]. The specification and maturation of hemocytes are determined during development by the expression of markers particular to each cell lineage.

We analyzed the expression of markers associated with the stages of hemocyte development and maturation at the 3^rd^ instar and compared their expression level during spaceflight with that of ground controls. 

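Of 7 measured precursor and lymph gland genes, none passed the test by limma, over all features or when adjusted over the list alone, and 1 passed at an unadjusted p under 0.05. Their median log2 change was -0.02 (camera adjusted p = 0.461, fry adjusted p = 0.759). Antp, a homeotic gene of the posterior signaling center, had a log2 change of 0.11 (95% confidence interval -0.20 to 0.43), and ush, a partner of GATA factors in blood cells, one of 0.03 (-0.22 to 0.29). The remaining members were srp, odd, gcm, gcm2 and kn.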

We found that only the markers of mature hemocytes were differentially expressed between ground and flight larvae, while it appeared that the markers of the early stages of hemopoiesis were not affected by spaceflight (Table 1). 

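The GATA factor serpent (srp) was expressed at 8.01 ± 0.205 (SD, n = 6) in flight larvae and 8.10 ± 0.348 (SD, n = 6) in ground larvae on the log2 scale. Its log2 change was -0.08 (95% confidence interval -0.40 to 0.23, adjusted p = 0.798 from limma). The zinc finger gene odd skipped (odd) was expressed at 7.05 ± 0.262 (SD, n = 6) in flight and 6.97 ± 0.202 (SD, n = 6) in ground larvae, with a log2 change of 0.08 (95% confidence interval -0.18 to 0.35, adjusted p = 0.755). Neither difference was larger than the spread between sets.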

The markers *serpent* (*srp*, CG3992) and *odd skipped* (*odd*, CG3851), present in all hemocyte precursors, was not changed by spaceflight. The non-proliferative, quiescent medullary zone of the lymph gland, containing undifferentiated prohemocytes [43], [48], is marked by the presence of *unpaired3* (*upd3*, CG33542) whose expression also did not change. For precursors of individual cell lineages, the expression of *viking* (CG16858) and *cg25C* (CG16858) (collagen markers of immature plasmatocytes and crystal cells [49], [50]), *glial cells missing gcm* (CG12245) and *gcm2* (CG3858) (markers of plasmatocyte specification [51]) and *collier* (CG10197, the early marker of undifferentiated crystal cells and lamellocytes in the posterior signaling center [52]), all remained unaltered by spaceflight. This suggests that the immature cell population was unaffected. However, the gene *hemese* (*he*, CG31770), expressed in hemocytes of all stages at the 3^rd^ instar [53] was downregulated. This indicated changes in the total cell population and prompted us to ask whether the genes that specify the mature hemocyte lineages (plasmatocytes, crystal cells and lamellocytes) may be downregulated. 

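The collagen IV genes vkg and Col4a1 (Cg25C) had log2 changes of 0.07 (95% confidence interval -0.20 to 0.33) and 0.15 (-0.11 to 0.42), and neither passed the test by limma (adjusted p = 0.817 and 0.480). The glial fate regulators gcm and gcm2 had log2 changes of -0.31 (-0.59 to -0.03, adjusted p = 0.129) and -0.02 (-0.19 to 0.15, adjusted p = 0.923). For kn, the gene of the transcription factor collier, the probe set kept gave -0.24 (-0.54 to 0.05, adjusted p = 0.264), and its other probe set gave 0.00 on the log2 scale. The intervals show that falls of up to 0.59 in gcm and rises of up to 0.42 in Col4a1 on the log2 scale could have been missed. The probe set of gcm2 and the other one of kn averaged 3.94 and 3.85, near the lower end of the arrays' range. Small changes at that level need not mean unchanged expression. Without flight array 6, gcm passed the test (adjusted p = 0.0423, range 0.0423 to 0.263 over 23 settings).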

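Hemese (He), a transmembrane glycoprotein of blood cells, fell to 0.254 of its ground level. Its log2 expression was 6.88 ± 0.312 (SD, n = 6) in flight larvae and 8.86 ± 0.496 (SD, n = 6) in ground larvae. This was a log2 change of -1.98 (standard error 0.208, adjusted p = 7.9e-05) by limma. Every flight array lay below every ground array (exact permutation test, two-sided, p = 0.00216, the smallest p that 6 arrays against 6 allow). He kept its call in every setting tried, the staging score included.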

*Misshapen* (CG16973), a marker for mature lamellocytes [43], [54] remained unchanged, suggesting that the lamellocyte population was not affected as expected since lamellocyte differentiation occurs only upon infection [47]. 

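Misshapen (msn), a kinase that signals to JNK, had a log2 change of -0.16 (95% confidence interval -0.39 to 0.08, adjusted p = 0.398 from limma) between flight and ground larvae. Of the 6 lamellocyte markers in the list, 4 fell and none rose, also when adjusted over the list alone. The integrin subunit ItgaPS4 fell to 0.0961 of the ground level (log2 change -3.38, standard error 0.316, adjusted p = 4.52e-05), and the prophenoloxidase PPO3 had a log2 change of -1.23 (standard error 0.180, adjusted p = 0.000777). The filamin cher and the integrin subunit mys fell by 0.55 and 0.46 on the log2 scale (adjusted p = 0.00441 and 0.00961). Atilla, a surface protein of lamellocytes, had a log2 change of -0.02 (adjusted p = 0.920). The list had a camera adjusted p = 9.26e-05, and an adjusted p = 0.119 with an estimated correlation, and it did not pass with dim probe sets under the median left out (adjusted p = 0.0556, range 3.23e-05 to 0.119). The calls of cher and mys ended where a 1.5-fold change was required and with the staging score as a covariate, that of cher through a larger error (log2 change -0.57, standard error 0.157, against -0.55 and 0.110 without it) and that of mys through a smaller change as well (-0.23, standard error 0.124, against -0.46 and 0.107).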

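Of 5 crystal cell markers, the prophenoloxidases PPO1 and PPO2 fell, the zinc finger gene peb rose, and lz and klu did not pass the test (4 lower and 1 higher when adjusted over the list alone). The Runx factor lozenge (lz) was expressed at 3.95 ± 0.176 (SD, n = 6) in flight larvae and 4.21 ± 0.118 (SD, n = 6) in ground larvae on the log2 scale, near the lower end of the arrays' range. Its log2 change was -0.25 (standard error 0.0891, adjusted p = 0.0669) by limma. In peb the log2 change was 0.57 (standard error 0.109, adjusted p = 0.00352). The transcription factor klu had a log2 change of -0.37 (adjusted p = 0.130). The list had a camera adjusted p = 0.0156, and an adjusted p = 0.119 with an estimated correlation, and without ground array 12 or with dim probe sets under the median left out it did not pass (adjusted p = 0.0550 and 0.0750, range 2.6e-05 to 0.119 over 17 settings). lz passed in 3 of 22 settings, which were median centring, array weights and leaving out flight array 6 (adjusted p = 0.0271 for the last, range 0.0271 to 0.156), and the call of peb ended where a 1.5-fold change was required and with the staging score as a covariate, where its change stayed nearly as large and its error grew (log2 change 0.56, standard error 0.156, against 0.57 and 0.109 without it). Serrate and Notch were not analysed here.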

The expression of *serrate* (CG6127) and *Notch* (CG3936), that initiates crystal cell fate, did not change significantly, but *lozenge* (*lz*, CG1689), the marker for the final stage of mature crystal cells, was highly downregulated. Similarly, PDGF- and VEGF Receptor related (*Pvr*, CG8222) which specifies the plasmatocyte lineage was unchanged, but its ligand *Pvf2* (CG13780) involved in plasmatocyte differentiation [55] and *peroxidasin* (*pxn*, CG12002) and *l(3)mbn* (CG12755), associated with mature plasmatocytes, were significantly downregulated. These findings indicate that while the immature hemocyte population was unchanged in larvae, the population of mature crystal cells and plasmatocytes was affected by spaceflight. 

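In flight larvae, l(3)mbn, named for a blood cell tumor mutant, fell to 0.503 of its ground level, and peroxidasin (Pxn), an enzyme of the extracellular matrix, fell to 0.682. By limma this was a log2 change of -0.99 (standard error 0.193, adjusted p = 0.00383) for l(3)mbn and -0.55 (standard error 0.124, adjusted p = 0.00813) for Pxn. The growth factor gene Pvf2 was expressed at 4.54 ± 0.436 (SD, n = 6) in flight and 5.22 ± 0.466 (SD, n = 6) in ground larvae on the log2 scale, a log2 change of -0.68 (standard error 0.225, adjusted p = 0.0534). The receptor gene Pvr had a log2 change of -0.14 (95% confidence interval -0.36 to 0.07, adjusted p = 0.393). Pvf2 passed in 7 of 23 settings, among them leaving out ground array 12 (adjusted p = 0.00615, range 0.00615 to 0.124). The call of Pxn ended where a 1.5-fold change was required and with the staging score as a covariate, there through a larger error and no smaller change (log2 change -0.59, standard error 0.177, against -0.55 and 0.124 without it).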

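Of 10 plasmatocyte markers, 6 fell in flight larvae, 1 rose and 3 did not pass the test, with the same counts when adjusted over the list alone. Besides He, Pxn, eater and Sr-CI, the clotting protein gene Hml fell (log2 change -0.38, standard error 0.111, adjusted p = 0.0297), as did the phagocytosis receptor NimC1 (-0.36, standard error 0.109, adjusted p = 0.0385). The scavenger receptor crq rose, and vkg, Col4a1 and Pvr did not pass. The median log2 change of the list was -0.37, with a camera adjusted p = 0.00141 and an adjusted p = 0.103 with an estimated correlation. Of the fat body proteins 4 of 5 fell in the same flight arrays, as did Sgs1 and Sgs4, and in ground array 12 the mean of the 10 markers was the lowest of its group.

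**Figure D1:**
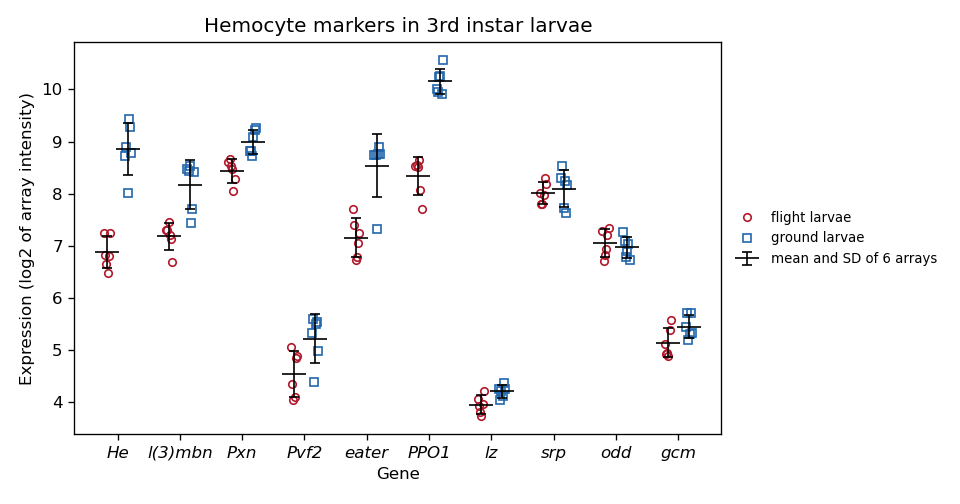
Log2 expression (vertical axis) of 10 hemocyte genes (horizontal axis) in each of the 6 flight (circles) and 6 ground (squares) larval arrays, with bars for the mean and SD. The flight and ground arrays of He, Pxn and PPO1 are fully apart, and those of l(3)mbn, Pvf2, eater, lz, srp, odd and gcm overlap.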

Since the maturation of hemocytes is required for their function, it is possible that it could contribute to the overall reduction in the number of actively phagocytosing cells. Given that the active cells from space-reared larvae also engulfed lower numbers of bacteria than the cells from ground control larvae, we next looked at whether this partial reduction in phagocytic capacity could be due to an impaired ability of plasmatocytes to recognize bacteria.

#### 4. Pattern recognition molecules are downregulated in spaceflight larvae

We observed a significant downregulation of pattern recognition receptor genes in microarrays from space-reared larvae. 

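Among 19 scavenger, Nimrod and other phagocytic receptors, 6 fell in flight larvae, 2 rose and 11 did not pass the test (7 lower and 2 higher when adjusted over the list alone). The Nimrod receptor NimC2 fell to 0.225 of its ground level (log2 change -2.15, standard error 0.519, adjusted p = 0.0120 by limma). The secreted Nimrod proteins NimB3 and NimB2 moved apart, NimB3 falling by 0.61 (adjusted p = 0.00579) and NimB2 rising by 0.64 (adjusted p = 0.00394) on the log2 scale. The engulfment receptor drpr had a log2 change of 0.08 (adjusted p = 0.619), and Sr-CII one of 0.03 (adjusted p = 0.893). The list had a camera adjusted p = 0.0258, and an adjusted p = 0.276 with an estimated correlation. Without ground array 13 or 15, or with dim probe sets under the median left out, the list did not pass (adjusted p = 0.0536, 0.0600 and 0.0556, range 0.0129 to 0.276 over 17 settings). The call of NimB2 ended with the staging score as a covariate, through a smaller change and a larger error (log2 change 0.38, standard error 0.148, against 0.64 and 0.126 without it).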

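The class C scavenger receptors Sr-CI and Sr-CIV fell in flight larvae to 0.659 and 0.545 of their ground levels, with every flight array below every ground array in both. In limma they had log2 changes of -0.60 (standard error 0.0960, adjusted p = 0.00122) and -0.87 (standard error 0.108, adjusted p = 0.000258). The galactose-binding lectin gene Lectin-galC1 had a log2 change of -0.73 (standard error 0.184, adjusted p = 0.0154). Dscam1, an immunoglobulin-superfamily receptor with many splice forms, was expressed at 7.24 ± 0.206 (SD, n = 6) in flight and 7.59 ± 0.275 (SD, n = 6) in ground larvae, a log2 change of -0.35 (standard error 0.129, adjusted p = 0.0825). Dscam1 passed in 4 of 24 settings, which were quantile normalization, median centring, array weights and leaving out ground array 12 (adjusted p = 0.0133 for the last, range 0.00938 to 0.181). With the staging score as a covariate Sr-CIV kept its call, Sr-CI lost it through a smaller change and a larger error (log2 change -0.43, standard error 0.122, against -0.60 and 0.0960 without it), and Lectin-galC1 through a larger error and no smaller change (-0.77, standard error 0.261, against -0.73 and 0.184).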

*Sr-CI* (CG4099) and *Sr-CIV* (CG3212) (Scavenger receptors Class C, type I and IV), of which a Sr-CI is a macrophage integral membrane protein responsible for *E. coli* binding [56], [57], *Dscam* (Down syndrome cell adhesion molecule, CG17800), expressed in hemocytes and involved in efficient phagocytosis of *E. coli* [58] and *lectin-galC1* (CG9976), promoting the agglutination of *E. coli* cells and their association with phagocytosing macrophages [59], all had lower level of expression. The TEP opsonins (thioester-containing proteins) are involved in the recognition and binding of bacteria and specifically mediate cellular phagocytosis (reviewed in [60]). We found that *TepI* (CG18096) and *TepII* (CG7052) were significantly downregulated. 

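Tep1 was expressed at 4.54 ± 0.207 (SD, n = 6) in flight larvae and 6.69 ± 0.785 (SD, n = 6) in ground larvae on the log2 scale. It had a log2 change of -2.15 (standard error 0.283, adjusted p = 0.000365) by limma, with every flight array below every ground array. Tep2 fell to 0.732 of its ground level (log2 change -0.45, standard error 0.107, adjusted p = 0.0112). Of the 4 thioester-containing proteins measured, these 2 fell and none rose, and 3 were lower when adjusted over the list alone, the other being Tep4 (-0.24 over all features, adjusted p = 0.126). The list had a camera adjusted p = 0.0189, and an adjusted p = 0.266 with an estimated correlation, and it did not pass with dim probe sets under the median left out (adjusted p = 0.265, range 0.00741 to 0.266). The call of Tep2 ended where a 1.5-fold change was required and with the staging score as a covariate, there through a smaller change and a larger error (log2 change -0.38, standard error 0.151, against -0.45 and 0.107 without it).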

TepI is expressed in hemocytes upon induction with *E. coli* [61], and TepII is required for efficient phagocytosis of *E. coli* [62]. In contrast, the expression of *TepIII* (CG7068), which is required for the phagocytosis of the Gram-positive *Staphylococcus aureus*, but not that of *E. coli* [60], did not change. 

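Tep3, whose product belongs to the same family of opsonins, was expressed at 8.41 ± 0.0880 (SD, n = 6) in flight larvae and 8.28 ± 0.225 (SD, n = 6) in ground larvae on the log2 scale. The log2 change was 0.13 (95% confidence interval -0.08 to 0.34, adjusted p = 0.451 from limma). The interval reaches to folds of 0.945 and 1.26, so changes within these bounds are not excluded.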

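Croquemort (crq), a CD36-family receptor of macrophages, rose in flight larvae to 1.68 times its ground level. Its log2 expression was 8.81 ± 0.252 (SD, n = 6) in flight and 8.07 ± 0.488 (SD, n = 6) in ground larvae. The log2 change was 0.75 (standard error 0.195, adjusted p = 0.0179) by limma. The call held in 24 of 24 settings and ended with the staging score as a covariate (adjusted p = 0.396, against 0.00746 to 0.0443 in the others), through a smaller change and a larger error (log2 change 0.54, standard error 0.266, against 0.75 and 0.195 without it).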

The immune-related receptor *croquemort* (*crq*, CG4280) was also upregulated, but it is involved in the phagocytosis of apoptotic bodies, not bacteria [63], [64]. The expression of the phagocytosis receptor *eater* (CG6124) [65] did not change after spaceflight, and nor did that of other genes that affect phagocytosis through vesicle trafficking and interaction with the cytoskeleton [62], [66].

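The EGF-repeat receptor gene eater was expressed at 7.16 ± 0.374 (SD, n = 6) in flight larvae and 8.54 ± 0.599 (SD, n = 6) in ground larvae on the log2 scale. It fell to 0.384 of its ground level, a log2 change of -1.38 (standard error 0.248, adjusted p = 0.00248) by limma, and the arrays of the groups overlapped. The call held in 24 of 24 settings (adjusted p of 1.93e-05 to 0.00793) and ended with the staging score as a covariate (adjusted p = 0.174), through a smaller change and a larger error (log2 change -0.81, standard error 0.277, against -1.38 and 0.248 without it). Genes of vesicle trafficking and the cytoskeleton were not analysed here as a group.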

Taken together, these data suggest a reduced capacity of plasmatocytes to mature into cells that effectively recognize and bind bacteria and may explain the reduced phagocytic activity observed in space-reared larvae.

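Table 1 holds 5 genes of hemocyte maturation and 6 of E. coli binding and phagocytosis. In the first group He, l(3)mbn and Pxn fell and none rose, with a median log2 change of -0.68 (5 lower when adjusted over the list alone). In the second group Sr-CI, Sr-CIV, Lectin-galC1, Tep1 and Tep2 fell and none rose, with a median of -0.66 (6 lower when adjusted over the list alone). By camera the first group had an adjusted p = 7.25e-05, and an adjusted p = 0.0566 with an estimated correlation. The second had an adjusted p = 2.09e-06, and an adjusted p = 0.119 with an estimated correlation. Both groups were chosen by the study on these arrays, so their direction is not independent evidence. With the staging score as a covariate, He, l(3)mbn, Sr-CIV and Tep1 stayed lower. From lower markers of mature blood cells beside unaltered markers of precursors, and from the lower receptors and opsonins, the paper proposes that plasmatocytes were less able to mature into cells that bind bacteria, which would account for the lower phagocytosis after spaceflight.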

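Of 10 measured peptidoglycan recognition and Gram-negative binding proteins, 5 fell in flight larvae, PGRP-SC2 and PGRP-LE rose, and 3 did not pass the test (5 lower and 3 higher when adjusted over the list alone). The secreted receptor PGRP-SB1 fell most, to 0.273 of its ground level (log2 change -1.87, standard error 0.277, adjusted p = 0.000838 by limma). PGRP-SA, a sensor upstream of Toll, had a log2 change of -0.74 (standard error 0.111, adjusted p = 0.000875), and the glucan receptor gene GNBP3 one of -0.55 (standard error 0.113, adjusted p = 0.00501). PGRP-LA and PGRP-LF, which are membrane-bound, fell by 0.50 and 0.62 (adjusted p = 0.0123 and 0.0456), whereas PGRP-LE, an intracellular sensor, rose by 0.28 (adjusted p = 0.0121) on the log2 scale. As a list they had a camera adjusted p = 0.152, and the 6 of them in Table 1, which the study chose on these arrays, had 0.00332, or an adjusted p = 0.273 with an estimated correlation. PGRP-LF lost its call in 8 of 24 settings, each without 1 array (flight 1, 3, 4 or 5, or ground 10, 11, 13 or 15), with an adjusted p of 0.00852 to 0.104 over all 24. The 5 falls did not pass with the staging score as a covariate, each through a smaller change and a larger error (GNBP3 -0.31, standard error 0.133, against -0.55 and 0.113, PGRP-SB1 -1.43, standard error 0.355, against -1.87 and 0.277, PGRP-SA -0.61, standard error 0.151, against -0.74 and 0.111, PGRP-LA -0.30, standard error 0.156, against -0.50 and 0.121 and PGRP-LF -0.27, standard error 0.247, against -0.62 and 0.197, as log2 change and standard error with the score against those without it). GNBP3 and PGRP-LA did not pass where a 1.5-fold change was required.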

We have also found a significant downregulation of genes involved in receptor-mediated pattern recognition and binding of pathogens: GNBP3 (Gram-negative bacteria binding protein, CG5008), and members of the PGRP (peptidoglycan recognition protein) class of receptors [67], [68], [69]. None of these affect the phagocytosis of *E. coli* (see discussion), but they significantly affect the downstream activation of humoral immune responses and the expression of AMPs. Moreover, the only gene upregulated was PGRP-SC2, which is an antagonist of Imd induction, consistent with a suppression of humoral immunity [70]. Therefore we next examined the effect of spaceflight on humoral immunity.

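PGRP-SC2 was expressed at 13.92 ± 0.0724 (SD, n = 6) in flight larvae and 13.38 ± 0.0970 (SD, n = 6) in ground larvae on the log2 scale, with every flight array above every ground array. The log2 change was 0.54 (standard error 0.0664, adjusted p = 0.000258) by limma. It kept its call with the staging score as a covariate and lost it where a 1.5-fold change was required. Pirk, another negative regulator of Imd signaling, rose to 2.04 times its ground level (log2 change 1.03, standard error 0.187, adjusted p = 0.00265). PGRP-LF, which the paper also describes as lowering the Imd pathway, went the other way (log2 change -0.62, standard error 0.197, adjusted p = 0.0456).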

#### 5. The constitutive expression of genes involved in humoral immunity is downregulated in space-reared larvae

Microarray analysis and classification according to over-represented Gene Ontology categories showed that the humoral immune defense pathway was downregulated in 3^rd^ instar larvae exposed to spaceflight (Fig. 3). 

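Of the 19 genes in Table 2, 15 fell in flight larvae and SPE, sphe, Sarm and CalpA rose, with a median log2 change of -1.11. In 12 of them the flight arrays lay entirely on one side of the ground arrays, where chance gives 0.216% of genes. The group had a camera adjusted p = 2.87e-07, and an adjusted p = 0.0570 with an estimated correlation. Since the study chose it on these arrays, its count is not independent evidence. The signaling lists fixed here moved both ways. In the Imd pathway 2 of 11 genes fell and 2 rose (the same counts when adjusted over the list alone, camera adjusted p = 0.631), with pirk and the caspase inhibitor Diap2 (0.29, adjusted p = 0.0466) higher and imd and the ubiquitin-conjugating enzyme ben (-0.63, adjusted p = 0.0240) lower. In the Toll pathway 4 of 16 fell and 2 rose (5 and 3 when adjusted over the list alone, camera adjusted p = 0.187), the serine protease spirit (-0.59, adjusted p = 0.0162) and the serpin nec (-0.29, adjusted p = 0.0401) among the falls. The GO categories of Fig. 3 were not analysed here.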

The significantly altered genes, classified by function as shown in Table 2, include the AMP response genes *Imd* (CG5576) and *spatzle* (*spz*, CG6134), which were both downregulated. 

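The death domain adaptor imd was expressed at 6.70 ± 0.119 (SD, n = 6) in flight larvae and 7.06 ± 0.198 (SD, n = 6) in ground larvae on the log2 scale, and spz, which encodes the Toll ligand, at 7.51 ± 0.134 (SD, n = 6) and 7.89 ± 0.174 (SD, n = 6). Both fell, imd to 0.777 and spz to 0.763 of the ground level. Their log2 changes in limma were -0.36 (standard error 0.0948, adjusted p = 0.0176) and -0.39 (standard error 0.0915, adjusted p = 0.0104). Both calls ended where a 1.5-fold change was required and with the staging score as a covariate, there through a smaller change and a larger error (imd log2 change -0.24, standard error 0.127, against -0.36 and 0.0948 without it, and spz -0.23, standard error 0.117, against -0.39 and 0.0915).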

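In flight larvae the serine protease homolog sphe (spheroide) rose to 2.11 times its ground level and the spz-processing protease SPE to 1.57 times. Sarm (Ect4), an adaptor of the TIR family, rose to 1.89 times. The log2 changes were 1.08 (standard error 0.220, adjusted p = 0.00496), 0.65 (standard error 0.135, adjusted p = 0.00551) and 0.92 (standard error 0.150, adjusted p = 0.00139) by limma. In each of them every flight array lay above every ground array. The calls held in 24 of 24 settings and ended with the staging score as a covariate (adjusted p = 0.255, 0.259 and 0.0736, against 0.000983 to 0.0146, 0.00213 to 0.0161 and 0.000400 to 0.00751 in the others), each through a smaller change and a larger error (sphe log2 change 0.70, standard error 0.276, against 1.08 and 0.220 without it, SPE 0.44, standard error 0.176, against 0.65 and 0.135 and Sarm 0.79, standard error 0.208, against 0.92 and 0.150).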

Interestingly, *ect4* (CG34373) and the serine proteases *SPE* (*Spatzle-Processing Enzyme*, CG16705) and *spheroide* (CG9675), required for activating Toll but upstream of *spz* expression [71], [72], were upregulated. All the target AMP genes that showed differential expression between spaceflight and ground (*metchnikowin* CG8175, *attacins* CG10146, CG4740, CG7629, *drosocin* CG10816 and *drosomycin* CG10810) were downregulated. 

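Of 15 antimicrobial peptide genes, 7 fell by widely different amounts in flight larvae. AttA, an attacin against Gram-negative bacteria, fell to 0.105 of its ground level, metchnikowin (Mtk), an antifungal peptide, to 0.146 and AttC to 0.192. AttD fell to 0.351, drosomycin (Drs), another antifungal peptide, to 0.465 and drosocin (Dro) to 0.676. Of 15 antimicrobial peptides measured, these 6 and the diptericin DptB (log2 change -1.35, adjusted p = 0.0474) fell and none rose (7 lower when adjusted over the list alone). Def, CecB and the other 6 did not pass the test, with a log2 change of -0.06 for Def (adjusted p = 0.857) and -0.67 for CecB (adjusted p = 0.192). By limma the log2 changes of AttA, Mtk and AttC were -3.26 (standard error 0.712, adjusted p = 0.00706), -2.78 (standard error 0.435, adjusted p = 0.00111) and -2.38 (standard error 0.535, adjusted p = 0.00815). Those of AttD, Drs and Dro were -1.51 (standard error 0.232, adjusted p = 0.000973), -1.11 (standard error 0.253, adjusted p = 0.00908) and -0.57 (standard error 0.0926, adjusted p = 0.00142). The list had a median of -0.57 and a camera adjusted p = 9.29e-05, and an adjusted p = 0.147 with an estimated correlation. Serum and fat body transcripts were lower in the same arrays, and a link to the peptides was not tested. The paper names the fat body as a source of these peptides after systemic infection or stress. It names barrier epithelia as a constitutive source, and these larvae were not infected. With the staging score as a covariate AttD kept its call and AttA, Mtk, AttC, Drs and Dro did not, each through a smaller change and a larger error (AttA log2 change -1.44, standard error 0.732, against -3.26 and 0.712 without it, Mtk -1.72, standard error 0.465, against -2.78 and 0.435, AttC -1.30, standard error 0.634, against -2.38 and 0.535, Drs -0.51, standard error 0.279, against -1.11 and 0.253 and Dro -0.47, standard error 0.128, against -0.57 and 0.0926). The call of Dro also ended where a 1.5-fold change was required.

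**Figure D2:**
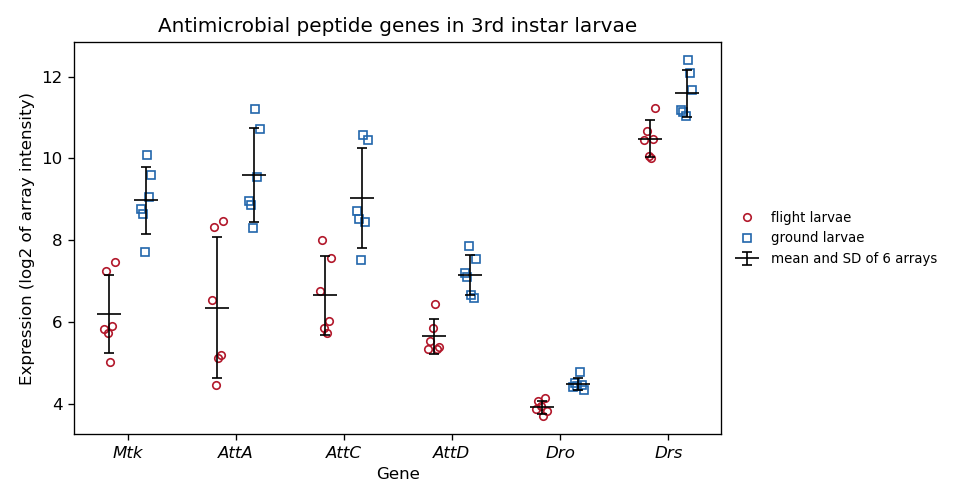
Log2 expression (vertical axis) of 6 antimicrobial peptide genes (horizontal axis) in each of the 6 flight (circles) and 6 ground (squares) larval arrays, with bars for the mean and SD. The arrays of Mtk, AttD and Dro are fully apart between the groups, and those of AttA, AttC and Drs overlap.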

Besides the AMP pathway, the lysozyme genes *LysX* (CG9120) and *LysP* (CG9116) [73], the stress-responsive turandot genes *TotC* (CG31508) and *TotA* (CG31509) [74], [75] and *Thor* (CG8846), involved in the response to Gram-positive bacteria [76] were also downregulated.

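LysX, a lysozyme of the gut, fell to 0.124 of its ground level in flight larvae, and the stress peptide gene TotA to 0.110. TotC fell to 0.390, LysP to 0.455 and Thor, the 4E-BP inhibitor of translation, to 0.733. By limma the log2 changes of LysX and TotA were -3.01 (standard error 0.263, adjusted p = 3.14e-05) and -3.18 (standard error 0.563, adjusted p = 0.00227). Those of TotC, LysP and Thor were -1.36 (standard error 0.250, adjusted p = 0.00277), -1.14 (standard error 0.189, adjusted p = 0.00157) and -0.45 (standard error 0.0838, adjusted p = 0.00302). Of 3 lysozymes measured, LysS did not pass (0.21, adjusted p = 0.0606), and 2 were lower and 1 higher when adjusted over the list alone. The lysozymes had a camera adjusted p = 0.0258, and an adjusted p = 0.142 with an estimated correlation. They also lost the call with quantile normalization (adjusted p = 0.0513) and with dim probe sets under the median left out (adjusted p = 0.0651, range 5.41e-05 to 0.142). Of 6 Turandot genes, TotB, TotE, TotF and TotZ did not pass and none rose (2 lower when adjusted over the list alone), with a camera adjusted p = 0.0171 and an adjusted p = 0.158 with an estimated correlation. LysX and TotA kept their calls with the staging score as a covariate, although the change of TotA went from -3.18 to -1.17. TotC and Thor lost theirs through larger errors and no smaller change (TotC log2 change -1.44, standard error 0.353, against -1.36 and 0.250 without it, and Thor -0.45, standard error 0.121, against -0.45 and 0.0838), LysP through a smaller change as well (-0.71, standard error 0.213, against -1.14 and 0.189), and Thor also failed where a 1.5-fold change was required.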

**Figure 3:**
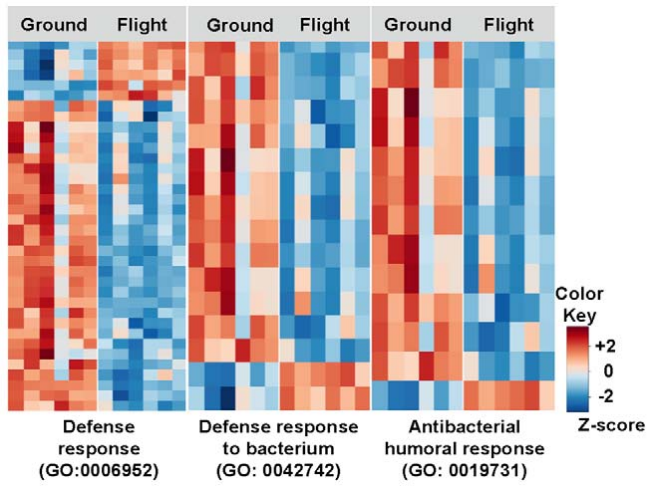
Humoral responses are downregulated in spaceflight larvae. Gene Ontology (GO) categories of defense response show altered gene expression in flight larvae compared to ground-reared larvae: 30 out of the 37 classified as defense response are downregulated in flight. These include the majority of response to bacteria and in particular humoral response genes. Six experimental repeats of each of the samples (flight and ground) were used to extract RNA for microarray analysis and are represented in individual columns in the figure. Rows represent levels of individual gene expression in each of the experimental repeats. Data is shown following Z-score transformation. Red colors indicate Z-scores >0 (above mean), blue colors indicate Z-scores <0 (below mean). The gene names can be found in Tables 1 and 2.

**Table 2:** The constitutive expression of humoral immunity genes is altered in spaceflight larvae.

Gene Category	Symbol	Probe #	Adjusted *p*-value	Up or Down	Fold Change
**AMP response**					
immune deficiency	imd	1637332	1.3×10^−2^	D	0.80
spatzle	spz	1641068	1.3×10^−2^	D	0.72
Spatzle-processing enzyme	SPE	1634848	4.7×10^−3^	U	1.49
spheroide	spheroide	1624578	2.8×10^−3^	U	1.90
Ect4	Ect4	1632067	2.7×10^−2^	U	1.44
Calpain-A	CalpA	1628628	1.9×10^−3^	U	1.49
dorsal	dl	1623415	2.1×10^−4^	D	0.60
Metchnikowin	Mtk	1627613	3.9×10^−7^	D	0.16
Attacin-D	AttD	1631475	8.7×10^−7^	D	0.42
Attacin-C	AttC	1641419	6.2×10^−5^	D	0.24
Drosomycin	Drs	1635189	3.5×10^−4^	D	0.57
Attacin-A	AttA	1625124	5.4×10^−4^	D	0.14
Drosocin	Dro	1631697	6.6×10^−3^	D	0.70
**Other humoral factors**					
Thor	Thor	1635900	8.5×10^−3^	D	0.78
**Stress factors**					
Turandot A	TotA	1635549	8.7×10^−7^	D	0.12
Turandot C	TotC	1639323	4.3×10^−4^	D	0.36
**Bacterial cell wall lysis**					
Lysozyme X	LysX	1632720	4.6×10^−11^	D	0.14
Lysozyme P	LysP	1636767	7.3×10^−4^	D	0.52
**Melanization**					
Black cells	Bc	1635494	3.2×10^−11^	D	0.29

Specific classes of genes involved in the humoral immune response that were altered by spaceflight included: the AMP response pathway, the stress factors turandot A and C, the lysozyme genes and the melanization gene black cells. Although some of the genes upstream of AMPs were upregulated, the target AMP effectors were all downregulated. 

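Of the upstream genes, CalpA, a calcium-dependent protease, rose to 1.51 times its ground level with every flight array above every ground array, and dorsal (dl), a Rel-family factor of the Toll pathway, fell to 0.539. The log2 changes were 0.59 (standard error 0.0888, adjusted p = 0.000858) and -0.89 (standard error 0.158, adjusted p = 0.00225) by limma. Downstream, the 7 antimicrobial peptides that passed the test were all lower, while dl's partner Dif had a log2 change of -0.07 (adjusted p = 0.661) and its inhibitor cact one of 0.11 (adjusted p = 0.679). The call of dl ended on the probe set with the highest mean (log2 change -0.12, adjusted p = 0.585, range 0.000115 to 0.585 over 24 settings) and with the staging score as a covariate, there through a smaller change and a larger error (log2 change -0.49, standard error 0.165, against -0.89 and 0.158 without it).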

The statistical significance of gene changes is shown by the adjusted *p*-value at an FDR threshold of less than 0.05.

Since the larvae (both control and space-reared) were not challenged by experimental infection, AMP, Lys and Tot expression should not have been induced in either group. Therefore the downregulation we see probably reflects a reduction in the constitutive expression level of these humoral factors.

Due to the observed changes in both cellular and humoral aspects of larval immunity, and to the fact that the hemocytes in the larval lymph gland contribute to the adult immunity, we next examined the cellular and humoral immune responses of adults.

### Adult Immune Responses

#### 1. Bacterial clearance in adults remains robust after spaceflight

The ability to clear a hemolymph *E. coli* infection was compared between control adults and adults infected 24 hours after return from flight. The adult flies returned from spaceflight cleared the majority of the infection within the first day after the infection and were as effective as the control flies (Fig. 4). By the third day the flies from spaceflight had completely cleared all the bacteria, while the ground control flies still had a level of approximately 1,000 colony-forming units (CFU) per fly.

**Figure 4:**
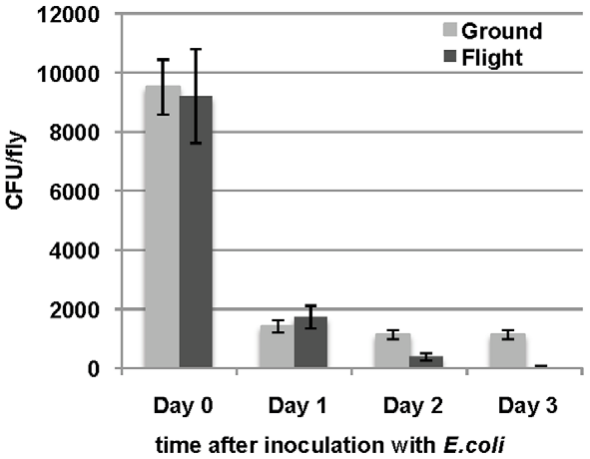
The ability to clear bacterial infections is maintained in adult flies after spaceflight. Adults were infected with *E. coli* HB101 immediately after return from spaceflight. The overall capacity to clear the bacterial infection was measured by quantifying the live bacteria (CFU) remaining in the animal up to 3 days following infection. Flight adults cleared bacteria as effectively as controls immediately after flight, and more efficiently at days 2 and 3 post infection (*p-*value <0.05).

We next examined in more detail the contribution of humoral pathway to the bacterial clearance observed. We analyzed the constitutive level of genes involved in humoral immunity using microarrays analysis of RNA from uninfected adults, and the induced humoral response after a systemic infection with *E. coli* using quantitative real-time polymerase chain reaction (qPCR).

#### 2. Microarrays do not reveal changes in the constitutive expression of immunity genes in adults recovered from spaceflight

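Uninfected adult females were measured on the same type of array, in 3 sets of 20 females, whose emergence the paper places in the flight and up to 4 hours from landing, and in 3 sets of 20 ground control females, with 1 array per set. Neither the labels nor the paper's text pairs the sets with cassettes. The 6 adult arrays were fitted alone with limma over 17104 features, so each stage has its own estimate of the spread. In all, 6 features passed the threshold, 2219 had an unadjusted p under 0.05, and the arrays were fully apart in 3017 (17.6%, where chance gives 10%). Cp15, Cp19, Cp36, Cp16 and Cp18, which encode proteins of the chorion, rose, with log2 changes from 4.39 to 6.11, and CG16762 fell to 0.249 of its ground level (adjusted p = 0.0136). In simulated arrays of 3 against 3, limma called 5.97% of genes changed 1.5-fold, 53.7% of those changed 2-fold and 98.5% of those changed 4-fold. The noise was drawn independently for each gene and array. It held no shared departure of a single array, so these shares need not hold for the real arrays. Ground array 16 correlated more closely with the flight arrays (mean r = 0.988) than with the other ground arrays (mean r = 0.967). Without it 2982 features passed, all 6 among them, and 1, Cp18, passed without ground array 17.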

Adult females collected on the first day after landing (F1), that had completed a full generation (developed and hatched) in space, were used for RNA extraction and analysis. The level of RNA expression was compared to that of ground controls removed from their cultures at the same time. It should be noted that fewer flight adults survived than control adults (data not shown).

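In adult females, none of the 127 immune genes in 18 lists passed the test by limma (24 at an unadjusted p under 0.05), and none of the 36 genes of Tables 1 and 2 did. The lowest adjusted p was that of Lectin-galC1, at 1.42 (standard error 0.185, adjusted p = 0.0864) on the log2 scale, which passed in 3 of 18 settings (adjusted p of 0.00225 to 0.480). Of the antimicrobial peptides, AttC had a log2 change of -0.66 (adjusted p = 0.385) and Mtk one of -0.22 (adjusted p = 0.731). AttA went the other way, with a log2 change of 1.10 (adjusted p = 0.328, unadjusted p = 0.0186). Of the hemocyte markers, eater had 0.26 (adjusted p = 0.520) and Pxn 0.68 (adjusted p = 0.316). The 10 plasmatocyte markers had a median log2 change of 0.57 and a camera adjusted p = 0.000362, with 4 higher when adjusted over the list alone (Hml, Col4a1, Sr-CI and Pxn), and an adjusted p = 0.432 with an estimated correlation and 0.181 by fry. The 3 lysozymes had a median of -0.45 and a camera adjusted p = 0.0400, with LysX and LysP lower when adjusted over the list alone, and an adjusted p = 0.432 with an estimated correlation and 0.230 by fry. The lysozymes did not pass without flight array 7 or 9 or ground array 16 or 17 (adjusted p = 0.0589, 0.0846, 0.105 and 0.0610, range 0.00832 to 0.432 over 11 settings). The 15 antimicrobial peptides had a median of -0.33 and a camera adjusted p = 0.123, and they passed without flight array 9 or ground array 18 (adjusted p = 0.0181 and 0.0459, range 0.0181 to 0.678 over 11 settings). The median 95% confidence interval of the 127 genes reached 0.480 to either side on the log2 scale. Without ground array 16, 33 of the 127 passed (25 higher and 8 lower). Hml and Lectin-galC1 were among the higher, and l(3)mbn, PGRP-SB1 and LysP among the lower. With array weights 27 of the 127 passed, and 12 in a joint fit of the 4 groups. The change between flight and ground differed between larvae and adults for 14 of the 36 genes by the interaction test, He, Pxn, PPO1, LysX, Mtk, AttA, AttD and Dro among them. Over all 17104 features, 1269 differed. Since the study picked the 36 genes on the same larval arrays, the 14 are not independent evidence of a difference between stages. The paper uses these uninfected females for the constitutive level of the immune genes.

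**Figure D3:**
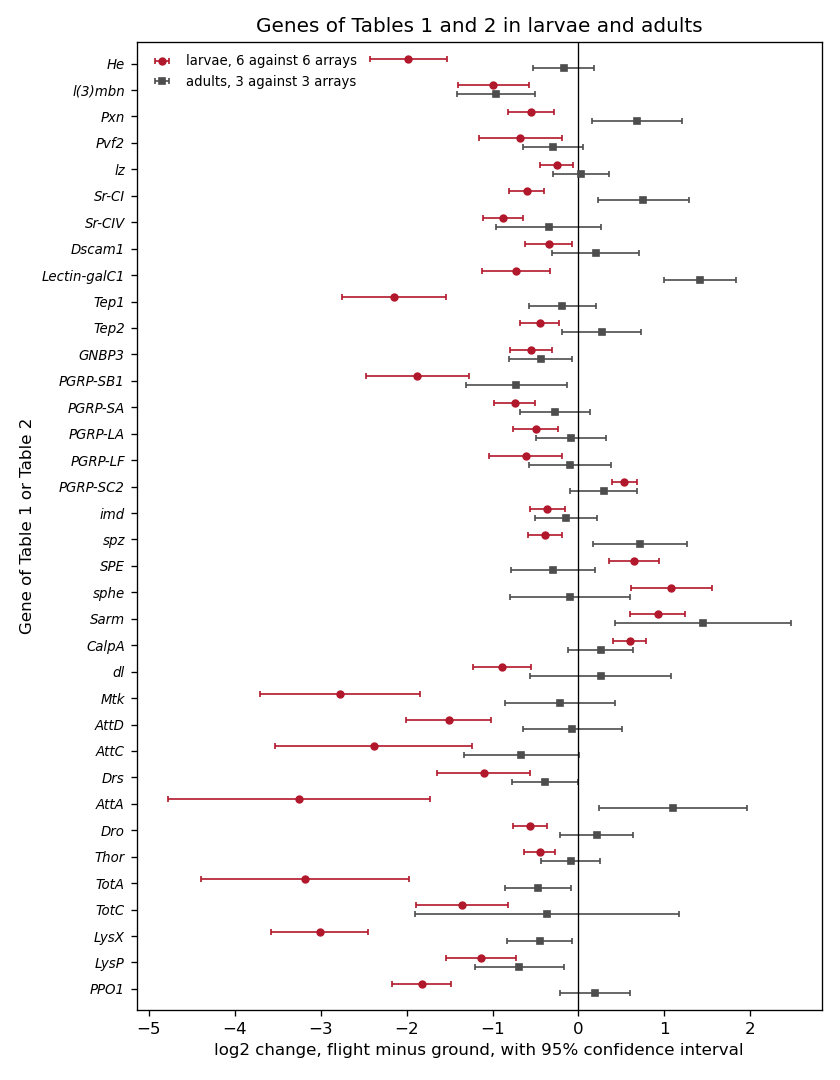
Log2 change, flight minus ground (horizontal axis), with its 95% confidence interval for the 36 genes of Tables 1 and 2 in larvae (circles, 6 against 6 arrays) and adults (squares, 3 against 3 arrays). In larvae 28 genes pass below 0 and 5 above, and in adults none passes. The adult value of Sarm comes from another probe set than the larval one.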

Microarray analysis of gene expression in uninfected F1 adults showed no significant changes in the expression of genes from either the cellular or humoral response pathways. Since the constitutive immunity seemed to be unaltered in the uninfected adults that survived spaceflight, we next examined the capacity of the adult flies to mount an induced immune response upon bacterial challenge.

#### 3. Spaceflight alters the induced response to *E. coli* infection

The expression of genes in the Imd pathway was measured by qPCR analysis of space and ground-reared adults in a PBS mock-infected control and within 30 minutes, 1.5 and 4 hours after systemic infection with *E. coli* HB101. We measured the expression of genes in the Imd and Toll pathways that regulate the expression of AMP target genes. We found that the initial, pre-induction level of *Imd* in PBS controls was lower in flight adults than in ground-reared adults (Fig. 5). However, at 1.5 and 4 hours after infection, the expression of *Imd* was significantly upregulated in flight compared to ground adults. We next looked at downstream regulators of the Imd pathway, the genes *relish* (CG11992) and *dif* (dorsal-related immunity factor, CG6794). The expression of both genes was similar in ground and spaceflight adults up to 1.5 hours after infection but at 4 hours post-infection the expression of *relish* (CG11992) and *dif* was significantly reduced in flies returned from spaceflight. Furthermore, the expression of *attacin*, a target of relish and dif, was also significantly downregulated in flight compared to ground at 4 hours. Since *attacin* transcription is cross-regulated by Toll acting through relish [77], we also looked at expression level of members of the Toll pathway.

**Figure 5:**
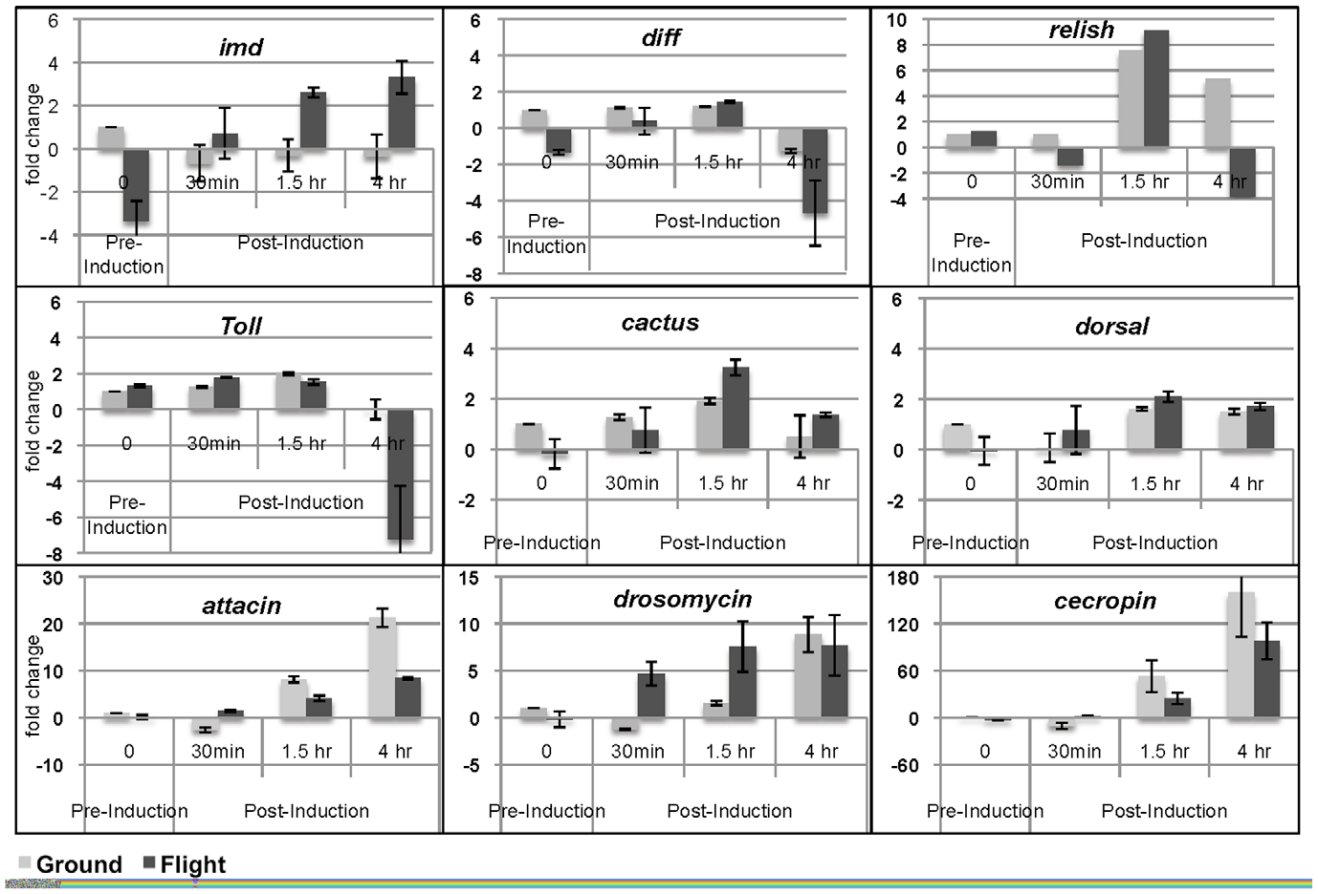
The humoral response to *E. coli* infection in adults after spaceflight. The time course of gene expression after bacterial infection was compared between flight and ground-reared adult females using qPCR. Data was averaged from two experimental samples, with the exception of relish. Mock- infected flight RNA levels were normalized against ground control to obtain the pre-infection level, and all time course points for ground and flight were normalized against their respective pre-infection level.

The expression of *Toll* (*Tl*, CG5490) was unaltered in flight pre-induction (prior to infection), but was downregulated at 4 hours by more than 4 fold. The main downstream effectors of Toll, *cactus* (CG5848) and *dorsal* (*dl*, CG6667), were essentially unchanged between flight and ground-reared adults. The AMP *cecropinA1* (CG1365) showed similar induction of expression between ground and flight. In contrast, the expression of *drosomycin* (CG10810) was induced earlier after infection and at higher levels in flight than in ground adults. Therefore, spaceflight affects the short-term *E. coli*-induced expression of AMPs at several levels, likely through both Imd and Toll pathways, however the adults are still able to effectively clear the *E. coli* bacterial infection.

## Discussion

The overall goal of this study was to identify those aspects of *Drosophila* innate immunity that were affected by spaceflight. We found that spaceflight altered cellular and humoral immune responses in larval and adult *Drosophila* at the physiological and gene expression levels. We observed a reduction in the number and activity of larval plasmatocytes after spaceflight. While we could not directly determine that the reduced number of plasmatocytes was due to fewer cells or to a smaller volume of hemolymph in space-reared larvae, this also coincided with a downregulation of markers of mature cells, which may contribute to a reduction in the mature cell population. The populations of lamellocytes, preprohemocytes, prohemocytes and early hemocytes appeared to be normal since their markers were unchanged. However, the downregulation of *hemese* (*he*), as well as of markers of mature plasmatocytes (*Pxn*) and crystal cells (*lz*) is consistent with reduced numbers of mature cells. While there were insufficient larvae to statistically confirm our initial observation that crystal cell numbers were reduced, we did find that the gene *Black cells* (*Bc*), involved in the melanization process by crystal cells [27], was highly downregulated.

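Black cells (PPO1), a prophenoloxidase, fell to 0.283 of its ground level in flight larvae. Its log2 expression was 8.33 ± 0.367 (SD, n = 6) in flight and 10.15 ± 0.246 (SD, n = 6) in ground larvae. The log2 change was -1.82 (standard error 0.160, adjusted p = 3.14e-05) by limma, with every flight array below every ground array. The related PPO2 fell to 0.483 (log2 change -1.05, standard error 0.190, adjusted p = 0.00261). Of 12 melanization and clotting genes, 7 fell, 2 rose and 3 did not pass the test, also when adjusted over the list alone. The dopachrome conversion enzyme gene yellow-f had a log2 change of -1.68 (standard error 0.252, adjusted p = 0.000882), and the dopa decarboxylase gene Ddc fell by 1.26 on the log2 scale (adjusted p = 0.0230), whereas yellow-f2 rose by 0.97 (adjusted p = 0.00945). The list had a camera adjusted p = 0.00251, and an adjusted p = 0.128 with an estimated correlation. PPO1 and PPO2 kept their calls with the staging score as a covariate, and yellow-f lost its call through a smaller change (log2 change -0.99, standard error 0.244, against -1.68 and 0.252 without it).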

There is an interesting parallel between our observations in *Drosophila* and what has been reported in humans following spaceflight. In our experiment, several markers of mature plasmatocytes and crystal cells were downregulated. Similarly, in humans there is evidence that the differentiation of both macrophages and neutrophils was inhibited [2], [78], [79]. During three shuttle flights immature band neutrophils were observed in peripheral blood of astronauts that were not seen before or after the flight [80]. In humans, the neutrophil is the primary phagocytic cell that fights bacterial infections and a primary line of defense in the innate immune response. Following short-duration spaceflight on the Shuttle, the population of granulocytes was consistently elevated in human peripheral blood [9], [81], [82], [83], and chemotaxis was significantly increased during 8, 9 and 14 day space shuttle missions [80]. There was also a shift towards less differentiated CD8+ T lymphocytes [9]. Our data confirms that even short-term spaceflight affects the fundamental processes of cellular and humoral immunity as well as the maturation of immune cells.

We also showed that the functional ability of plasmatocytes to phagocytose bacteria was delayed, and could not be sustained in space-reared larvae. While the delay may be partially due to the maturation of hemocytes, the block to full phagocytic capacity also coincided with the downregulation of Sr-CI, Dscam and Tep opsonins, crucial to the efficient phagocytosis of *E. coli*. This strongly suggests that the binding and phagocytosis of bacteria are affected by spaceflight. While TepI and TepII are expressed constitutively at low levels, and only upregulated upon immune challenge [61], we found that spaceflight affects the constitutive expression of all these classes of pattern recognition molecules. We also checked the RNA expression levels of genes involved in actin binding and regulation, vesicle transport and the other classes of genes shown by Stroschein-Stevenson et al. to reduce the phagocytosis of *E. coli* [62], and we found that only 4 genes were altered after spaceflight. Of these, only *gartenzwerg* (*garz*, CG8487) has an assigned function and is known to be involved in clathrin-independent pinocytosis. This suggests that pinocytosis may be affected in spaceflight, while most other cellular functions are probably intact. Our results indicate that the phagocytic response of plasmatocytes after spaceflight was initiated at normal levels but it could not be sustained, likely through a reduced ability to bind and internalize bacteria. Taken together, the reduced number of cells, downregulation of cellular immune genes and impaired phagocytosis indicate that the cellular arm of the immune defense is affected by spaceflight at multiple levels.

We also found that the constitutive larval humoral immunity was impaired from the first step of bacterial recognition by PGRPs all the way to the production of AMPs. GNBP3 recognizes β-glucans on the surface of fungi and can activate the Toll pathway [84], [85], and members of the PGRP class of receptors recognize and bind either Gram-positive or Gram-negative bacteria and activate either Toll or Imd [67], [68], [69]. PGRP-LA (CG32042) and PGRP-SA (CG11709) do not affect the phagocytosis of *E. coli* [86], but PGRP-SA is a main activator of the Toll pathway. PGRP-SB1 (CG9681) is expressed in gut upon infection [87], and PGRP-LF (CG4437) has been shown to downregulate the Imd pathway [86].

Consistent with this, microarray analysis showed reduced levels of *imd* and of the target genes *attacins* and *drosocin*. Although the serine proteases *SPE* and *spheroide*, activators of Toll through the cleavage of *spatzle* [72], as well as *ect4*, whose homologue in *C. elegans* has been shown to activate Toll [88], were upregulated, the level of target AMPs *drosomycin* and *metchnikowin* was reduced. A possible explanation is that the downstream expression of *spatzle*, which was downregulated, is epistatic to the activity of these genes and could be the limiting factor for AMP production. AMP expression is induced in fat body by systemic infection, in gut by ingestion and in epithelium by abrasion, while barrier epithelia express some AMPs constitutively [30]. The AMP expression we measured is most likely constitutive, since the larvae were not experimentally infected.

Besides the constitutive downregulation of AMPs in larvae, other responses to spaceflight also occurred in the absence of bacterial challenge. For example, the lysozyme gene LysX that is important in the defense against ingested bacteria [89] and the stress response genes *TotA* and *TotC*, [75] were all highly downregulated. In contrast, *TotM*, which is primarily upregulated upon septic injury [90], was unchanged. These changes in gene expression suggest that spaceflight impacts immunity at a fundamental level even prior to microbial infection.

Since both the humoral gene expression and the phagocytosis of *E. coli* were lower in larvae, we examined these parameters in adults. Overall, ground and flight adults were able to clear *E. coli* effectively after landing. To dissect out the effects of spaceflight on the humoral immune response following *E. coli* infection, we analyzed the expression of genes in humoral response pathways using qPCR. The two-fold downregulation of *Imd* in PBS-injected flight flies as compared to ground-reared flies may reflect a lower constitutive level of Imd protein. Following infection, the ground-reared adults show a level of *Imd* induction similar to that reported previously [91]. In contrast, at 4 hours, flight flies showed about 3 fold more *Imd* than ground-reared adults and 6 fold more relative to pre-induction levels. We suggest that this more vigorous upregulation represents a ‘priming’ event induced by spaceflight.

The only observed indicator consistent with the higher capacity to clear bacteria after 48 hours was the increase in *Imd*, which may result in higher AMP production long term. Spaceflight may also trigger other pathways that could enhance bacterial clearance. One of these is the JAK/STAT pathway that is known to play a key role in immunity ([38], [39] and reviewed in [40]). However, in our experiment, the ligand for the Jak-STAT pathway *outstretched* (*os*, CG5993) remained unchanged, and so did the downstream genes *domeless* (*dome*, Os receptor, CG14226), *hopscotch* (*hop*, the human Jak2 homologue, CG1594) and *marelle* (STAT92E homologue, CG4257). This indicates that Jak/STAT signaling most likely did not contribute to the observed spaceflight-induced alterations in immunity. However, given that the expression of genes in the *Toll* pathway was affected by spaceflight, it would be valuable to look at the phenotypes following infection with a Gram-positive bacterium. 

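In larvae, the ligand gene upd1 (os) had a log2 change of 0.18 (95% confidence interval 0.03 to 0.33, adjusted p = 0.0900 from limma) and its receptor gene dome one of -0.30 (-0.54 to -0.06, adjusted p = 0.0836). The transcription factor gene Stat92E (marelle) fell to 0.788 of its ground level, a log2 change of -0.34 (standard error 0.110, adjusted p = 0.0454). Of 5 genes of the pathway list, Stat92E fell, the negative regulator et rose by 0.55 on the log2 scale and 3 did not pass (2 lower and 2 higher when adjusted over the list alone, camera adjusted p = 0.670). In adult females, upd1, dome and Stat92E had log2 changes of 0.08, 0.89 and 0.66 (adjusted p = 0.852, 0.400 and 0.385). Without ground array 16 dome and Stat92E passed in adults, at 1.42 and 1.01 (adjusted p = 0.00206 and 0.00525), as they did with array weights (adjusted p = 0.0188 and 0.0222, ranges 0.00206 to 0.779 and 0.00525 to 0.771 over 18 settings). In larvae Stat92E passed in 12 of 24 settings, with an adjusted p from 0.00141 to 0.176, and failed among others in the joint fit, where a 1.5-fold change was required and without any 1 of 10 arrays (flight 2 to 6, or ground 10, 11, 13, 14 or 15), and with the staging score as a covariate, there through a smaller change and a larger error (log2 change -0.12, standard error 0.132, against -0.34 and 0.110 without it). The call of et ended where a 1.5-fold change was required and with the staging score, there also through both (0.25, standard error 0.156, against 0.55 and 0.134). Without ground array 12, dome and upd1 passed (adjusted p = 0.00838 and 0.0472, ranges 0.00838 to 0.440 and 0.0472 to 0.203). Hop was not analysed here.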

Only *E. coli* was used in the experiment presented here, due to spaceflight logistics and the restricted number of flies permitted within the payload mass and volume constraints.

We observed that more pupae died in space than on ground (data not shown) and so it is possible that larvae with poor immunity did not survive metamorphosis. The importance of functioning plasmatocytes in immune surveillance during the pupal phase has recently been demonstrated by targeting plasmatocytes for apoptosis [92], however, other factors may also have increased pupal lethality. Either way, the population of adult flies that survived spaceflight may represent a select population that could efficiently clear bacteria.

Overall, our data indicate that spaceflight alters both the cellular and the humoral immune responses of *Drosophila* in several fundamental ways that resemble the suppression of innate immunity observed in humans. If similar changes in gene expression are found in humans exposed to long-term microgravity, this will have important implications for extended manned space missions. Our findings show that the immune disruption occurs at several levels, including the host-pathogen interaction, and imply that maintaining immune integrity during the microgravity environment of spaceflight would require a concerted regulation of all these mechanisms.

## Methods

### Fly line and culture

The *Drosophila melanogaster* Gal4-UAS transgenic line expressing two copies of eGFP under the control of the hemolectin promoter [93] was used in all experiments. This line expresses GFP in all plasmatocytes and has no other phenotype. Flies were grown on semi-defined medium (1% agar, 4% brewer's yeast, 2% yeast extract, 2% peptone, 3% sucrose, 6% glucose, 0.05% MgSO_4_, 0.05% CaCl_2_ and tegosept) to which 0.5% blue food dye was added to facilitate the recognition of late 3^rd^ instar larvae at wandering stage by the absence of colored food in the gut.

### Experimental conditions

Flies for both the flight and the ground control experiments were transferred from fresh cultures to fly kits 24 hours in advance of the onset of the experiment. Each fly kit, consisted of a polycarbonate fly cassette with a 2 ml food tray held in a ventilated aluminum container. These kits were originally developed by the European Space Agency and used previously for *Drosophila* experiments in space [94], [95], and were subsequently modified by us for use in this experiment [96]. Ten virgin females and 5 males were housed in each fly cassette. Ten kits (5 with flies and 5 empty) flew on the space shuttle and 10 remained on the ground. The fly kits were placed in stowage foam on the shuttle middeck, at ambient temperature and in total darkness. The identical procedure was followed for the ground control flies. For both ground and flight experiments, on day 6 the food trays containing eggs and larvae were transferred to the 5 empty cassettes and fresh food was given to the original flies. The temperature and relative humidity in the spaceflight and ground payloads were monitored minute-by-minute using a HOBO data logger (Onset Computer Corporation). Values were tracked in real time and paralleled for the ground control in the OES (Orbital Environmental Simulator) at the Kennedy Space Center. Environmental data from flight and ground experiments were provided by the operations team as part of the routine shuttle flight logistics. The average temperature on the flight deck was 23.5°C, ranging between 21.71°C and 25.56°C. The ground control average temperature was 22.5°C, with a minimum of 19.42°C and a maximum of 25.56°C. The relative humidity was 27.2% on the shuttle deck and 25.4% on ground.

### Hemocyte counts

Counting larval hemocytes followed previously published protocols [97], [98]. Briefly, late 3^rd^ instar larvae at wandering stage were rinsed in ice-cold Schneider's insect medium (Sigma) supplemented with complete Mini Protease Inhibitor Cocktail (Sigma). For each hemocyte count, blood from three 3^rd^ instar larvae was mixed with 60 µl fresh medium and a hemocytometer was used to count cells from a 20 µl aliquot. Hemocytes were identified using a Zeiss AxioskopII equipped with a GFP filter, served by an Optronics camera and Magnafire imaging software.

### Larval body size

3^rd^ instar larvae were fixed in 4% paraformaldehyde, 50% acetone for 2 hours, followed by 3 hours in 4% paraformaldehyde in PBS, rinsed for 1 hour in PBS and stored at −20°C. The area of each larva was determined with Image ProPlus software (Media Cybernetics) and the average size was determined from 10 larvae for each condition, spaceflight samples were compared to controls.

### Phagocytosis Assay

Third instar larvae were thoroughly washed with 70% ethanol, 50% dilution of regular Clorox bleach (∼5% sodium hypochlorite) and sterile water and wiped on filter paper. Larval hemocytes were isolated and cultured in SFBS (Schneider's medium supplemented with 12% fetal bovine serum). Pooled blood from 5 larvae was added to 400 µl ice-cold culture medium with no antibiotic, and incubated on a rocker at 25°C for 20 minutes.

Hemocytes were treated with 0.5 µl of a 20 mg/ml Alexa Fluor 594-labeled *E. coli* bacterial suspension (Invitrogen, E-22370) and incubated at 25°C for 5, 15, 25, 35 or 45 minutes. The cells in 200 µl aliquots were distributed in 10-well glass slides (Precision Scientific) and the cells were allowed to adhere for 30 minutes, in the dark. The cells were gently washed with PBS followed by the addition of 0.5 µl 0.2% trypan blue in PBS to each well to quench non-phagocytosed bacteria. The wells were covered with a 20×50 mm coverslip and cells were imaged under a 40x objective Zeiss Axioskop II with rhodamine and GFP filters, using the Optronics MagnaFire software. Each time point was done in duplicate and 10 areas were imaged from each replicate (20 images and approximately 50–60 plasmatocytes total per time point. The area (µm^2^) occupied by internalized bacteria in each plasmatocyte was determined at each time point using automated image analysis, supported by Image ProPlus software. Standard errors were calculated for each time point, and the Student's t-test was used to determine the *p*-values for significant differences between flight and ground data sets.

### Bacterial clearance assay

Adult flies from flight and control cassettes were injected in the abdominal cavity with 50 nanoliters of an *E. coli* HB101 strain at 2×10^8^ cells/ml in PBS, using a Picospritzer III (Parker Instrumentation). Only female flies were used, all male adults were provided to other participating scientists. Mock-infected flies were injected with PBS alone. At 0 (pre-infection) and 24, 48 and 72 hours after infection, 3 flies from each time point were ground in 200 µl LB with 1% Triton X-100, and serial dilutions were plated on LB plates containing 50 µg/ml streptomycin. Colonies were counted after 24-hour incubation at 37°C and results were reported in CFU (colony forming units)/fly, averaged from 3 repeat plates.

### Assay of gene induction following bacterial infection

Three females adult flies collected on the first day of landing and 3 ground control flies were collected at 4 time points: pre-infection (PBS injected flies), within 30 minutes of infection, and at 1.5 and 4 hours after *E. coli* infection as described above. RNA was isolated using a Qiagen RNeasy Kit (Qiagen), and reverse transcribed into cDNA using the cDNA Archive Kit (Applied Biosystems). A 7500 Real-Time Polymerase Chain Reaction System (Applied Biosystems) was used to amplify selected genes, following standard protocols. Inventoried Applied Biosystems sets of primers and FAM/TAMRA labeled probes were Dm01821460 (*metchnikowin*), Dm01810797 (*Dif*), Dm02134843 (*relish)*, Dm02151201 (*Toll)*, Dm01807756 (*cactus*), Dm01810803 (*dorsal*), Dm01845288 (*Imd*), Dm02151531 (*spaetzle*), Dm01822006 (*drosomycin,* specific to CG10810), and custom made probes for *attacinA*, *cecropinA1*, and the ribosomal RNA gene *Rib15A* as control were obtained from IDT (Integrated DNA Technologies).

The fold change in RNA level was estimated using the 2^-ΔΔC^_T_ method [99], [100]. Mock- infected flight RNA levels were normalized against ground control to obtain the pre-infection level, and all time course points thereafter, for ground and flight, were normalized against their respective pre-infection level.

### Microarray sample preparation

Larval RNA for microarrays was prepared from 6 sets of 50 mid 3^rd^ instar larvae reared in microgravity and collected on the day of landing of the space shuttle, and the same number of control larvae raised on ground. The space shuttle flight had a total duration of 12 days and 18.5 hours. Adult RNA was prepared from 3 sets of 20 adult females each that emerged during the flight and within 4 hours of landing (Flight Day 1) and from adult females from the corresponding ground control cassettes (Ground Day 1). The original parental flies were removed. Given the known generation time at 24°C, the adults that emerged in space (F1) would have been no more than 2 days old.

All RNA was isolated using the Qiagen RNeasy Kit. RNA samples were processed and hybridized to *Drosophila 2.0* Affymetrix arrays using standard Affymetrix protocols by the Protein and Nucleic Acid Facility, Beckman Center, Stanford University. Six sets of larval arrays and 3 sets of adult arrays were used to provide repeats for statistical validation.

### Microarray Data Analysis

Quality of microarrays: RNA degradation levels were verified by ordering individual probes in a probe set by location relative to the 5′ end of the targeted RNA molecule. Probe intensities were averaged across all genes by probe number.

Preprocessing: Background correction was performed using MAS (Microarray Analysis Suite) software (Affymetrix Inc). Quantile normalization and pmonly and liwong summarization was used. Multiple probe sets targeting the same gene were filtered according to their largest variability to emphasize the most informative probe sets.

Test for differential expression: Differentially expressed genes were identified by fitting the moderated t-test linear model to the data (separately for each gene). Bayesian smoothing was used to control for the number of arrays. To control the False Discovery Rate (FDR) during multiple testing, the FDR criterion introduced by Benjamini and Hochberg [101] was applied to *p*-values. FDR adjusted *p*-values are reported. The significance threshold used for FDR was 5% (0.05).

Clustering: For identifying gene pathways and networks affected by spaceflight, differentially expressed genes and genes of interest (specific Gene Ontology (GO) categories) were sorted using hierarchical clustering. The Pearson correlation distance metric was used. In heatmap figures (Fig. 3) we used Z-score, a measure of distance in standard deviations from the mean [102]. A Z score of 0 has the same raw value as the mean, and Z scores of 1.0 and −1.0 are exactly one standard deviation above and below the mean, respectively.

Lists of differentially expressed genes were compiled using conditional hyper-geometric testing and computing *p*-values for overrepresentation of genes in all GO terms.

Implementation: Gene expression analysis was implemented using the free software Bioconductor version 2.11.1.

All genomic data is MIAME compliant and the raw data has been deposited in the GEO database under the accession number GSE23880.

How the deposited data were processed for this re-analysis (not part of the article)

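Gene expression was measured on 18 Affymetrix Drosophila 2.0 arrays, with 1 array per set of animals. There were 6 sets of 50 flight larvae, 6 sets of 50 ground larvae, 3 sets of 20 flight females and 3 sets of 20 ground females, all uninfected. The labels pair no flight set with a ground set, and they name no cassette or batch. The arrays are numbered 1 to 18 here, with flight larvae as 1 to 6, flight adults as 7 to 9, ground larvae as 10 to 15 and ground adults as 16 to 18.

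The values are on the log2 scale, as deposited by the authors, whose processing notes name RMA with the affy package and no version. The paper's methods name MAS background correction, quantile normalization, perfect-match probes and Li-Wong summarization, so how the values were made before deposit is described in more than 1 way. The values run from 2.95 to 14.65, and with base e the highest would be 2.30e+06, above the scanner limit of 65536, while base 2 gives 25651. The table holds 18952 probe sets, of which 183 are controls and were left out. Of the probe sets, 13647 have 1 gene symbol, 402 have several, and 4720 have no entry in the platform table used here and were kept as features without a gene name, apart from 9 that were named through the probe numbers in Tables 1 and 2. This gave 11991 genes with a probe set of their own. No genome was used. Between all 153 pairs of arrays the highest correlation was 0.997, and no 2 arrays held the same values.

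For each gene, the probe set with the largest SD over the arrays of the fit was kept, after the largest variability named in the methods, which left 17104 features. Genes in Tables 1 and 2 were read from the probe set the paper gives, apart from Sarm in the fit of adults alone, which came from another probe set. Flight and ground were compared in each stage alone with lmFit and eBayes of limma 3.58.1 in R 4.3.3. P-values are two-sided and were adjusted by Benjamini-Hochberg over all features, with a threshold of 0.05. Errors are standard errors or 95% confidence intervals from this fit, and each SD is taken over the arrays of 1 group. The difference between stages, larvae minus adults, was tested as an interaction in 1 fit of all 18 arrays. Exact permutation tests of the difference of means were two-sided, and the smallest p is 0.00216 for 6 arrays against 6 and 0.1 for 3 against 3. The precision is limited by the number of arrays.

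Gene lists were tested with camera at a preset correlation of 0.01, two-sided, and adjusted over the 39 lists of a stage. An estimated correlation and fry, which asks whether the genes of a list move 1 way on balance, were run beside it. The lists cover antimicrobial peptides, recognition proteins, the Imd, Toll and JAK/STAT pathways, lysozymes, Turandot and thioester-containing proteins, phagocytic receptors, markers of 4 hemocyte classes, melanization, tissues, developmental age, stress, metabolism, sex and the clock. Of them, 5 were taken from the paper (the sections of Table 1, Table 2 and the genes it calls unchanged). Several genes stand in more than 1 list.

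Named are the genes the paper names, the 10 genes with the largest rise and the 10 with the largest fall per stage among those past the threshold with fully separated arrays, the 4 members with the lowest p of each list past the threshold, and the 5 genes with the lowest p for the difference between stages in each direction. The paper's tables had been read when this rule was written, so the values of their genes count as seen. Other members of the lists are named where a count is spelled out, and these were chosen after their values had been seen.

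The alternatives were all probe sets, another choice of the probe set (highest mean or largest interquartile range), dim probe sets left out (mean under the median or the 25th percentile), quantile normalization, median centring, eBayes with a trend with and without robust estimation, array weights, a joint fit of 4 groups, a minimum of 1.5-fold, and each array left out in turn. The staging score as a covariate and leaving out pairs of ground arrays were added after the data had been seen. The methods were tested on simulated data, in which changes were planted in groups of 6 against 6 and 3 against 3 arrays. With 6 against 6, limma called 82.1% of the genes changed 1.5-fold, 98.5% of those changed 2-fold and 100% of those changed 4-fold. The simulated noise was independent for each gene and array, so these shares need not hold for the real arrays.

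Raw intensities, the infected adults, qPCR, cell counts and the Gene Ontology analysis were not analysed here. Of the genes the paper names from the arrays, upd3, Ser, N, TotM, hop and garz were not analysed here, since no probe set carries their name in the table used.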

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

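The tests with the staging score, with pairs of ground arrays left out, on 1 common fall of the plasmatocyte markers, on the label and the place of array 16 and on egg stages were chosen only after the result was seen.

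In flight larvae, 28 of the 36 genes of Tables 1 and 2 were lower, among them the blood cell gene He, the opsonin Tep1 and 6 antimicrobial peptides. Leaving out any pair of ground arrays kept at least 5 of 7 antimicrobial peptides and 21 of the 28 genes past the threshold, which argues against induced peptides in 1 or 2 ground arrays as the cause, although 3 of 7 peptides (42.9%) had fully separated arrays where 80% had been asked for beforehand. A difference in developmental age at collection and a lower share of fat body tissue stay open. The median of the salivary glue list was -1.93 (-1.26 without flight array 3) and that of the larval serum and fat body list -1.06. Both lay below 0 by more than had been set for them. The paper itself notes smaller flight larvae with less fat body, in larvae of a later stage than those on the arrays. Those larvae were matched by the clearing of gut contents, so the note bears on fat body and does not speak for a difference in age. With the staging score as a covariate, 8 of the 28 genes stayed past the threshold. That is few enough for the rule set, after the data had been seen, for age as the whole cause. The median change of the 28 went from -0.94 (median standard error 0.187) to -0.74 (0.213). All 20 that lost the call had larger errors and 16 of them smaller changes, Pxn, Lectin-galC1, Thor and TotC not. The score, whose mean itself lay lower in flight larvae, takes up part of any effect of the flight. For the 8, which are He, l(3)mbn, Sr-CIV, Tep1, AttD, TotA, LysX and PPO1, the median went from -1.90 to -1.67 with the score (adjusted p of 0.000150 to 0.0274 over all features by limma). PPO1, AttD and l(3)mbn had larger changes than without it (-1.82 to -2.12, -1.51 to -2.10 and -0.99 to -1.28). These 8 were picked by passing with the score, so the change they keep is partly set by that choice. Their calls show only that a linear effect of the score does not account for their whole change. Since the score also holds fat body genes and differs between the groups, it does not separate age from other causes. Age stays open as a cause or a part of it, as for TotA (-3.18 to -1.17). Also open, as untested, are the flight itself, a mean temperature of 23.5 °C against 22.5 °C and other tissue differences.

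Of the plasmatocyte markers Hml, Pxn, He, NimC1, eater, Sr-CI and crq, 6 of 7 were lower in flight larvae and crq was higher. The changes were not equal, and 4 of the 7 departed from the mean shift of the 7. These were He and crq (exact permutation test, adjusted p = 0.00758 for each), eater (0.0253) and NimC1 (0.0265). The test was chosen after crq had been seen to rise and He to fall, and both are in that mean. The departures were thus partly set by that choice, so no conclusion on a common fall is drawn from them. A lower share of hemocytes, with or without a further change of single markers, cannot be told apart from lower expression per cell. The arrays measured whole larvae. The paper counted fewer plasmatocytes per larva in flight, in larvae of a later stage than those on the arrays. It could not turn this count into cells per volume of hemolymph. An effect of the flight on hemocytes also stays open. The markers of the crystal cells and lamellocytes that fell most, PPO1, PPO2, PPO3 and ItgaPS4, kept their calls with the staging score.

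In adult females, 5 chorion genes were the features that rose past the threshold, and CG16762 was the feature that fell. The real split of the 6 arrays called 6 features, 1 of 10 splits with as many (highest other 0), and 10 splits are too few for a share under 0.05. Whether ground array 16 holds a flight sample under a wrong label cannot be told from these values. The 7 chorion genes that passed without this array had a mean of 5.37 in it. Their mean was 5.58 and 5.87 in the other ground arrays and 9.70 in the lowest flight array (difference -4.33). By the rule set, this gap speaks against a wrong label. But the chorion genes came to notice by passing with array 16 counted as ground, so their low level in it was partly set by that choice. The array lay nearer the flight mean in 2591 of the 2982 features that passed without it. Over all genes it correlated more closely with the flight arrays (mean r = 0.988 against 0.967), which may be why few other features passed with it. More egg chambers of the last, chorion-forming stages in flight females cannot be told apart from other reasons for the rise, since the chorion genes, which exceeded 5 vitelline membrane genes by 4.21 (medians 4.88 against 0.67, and 0.16 for 3 yolk genes), had been picked for that rise. The age, mating and feeding of the females and the flight itself stay open as untested, and of the calls only that of Cp18 held in 18 of 18 settings: without ground array 17, Cp15, Cp16, Cp19, Cp36 and CG16762 lost theirs (the highest p of each range given here), without ground array 18 Cp16, Cp19 and Cp36, without flight array 8 Cp19 and CG16762, without flight array 9 Cp36 and CG16762, and without flight array 7 CG16762 (adjusted p of 3.94e-09 to 0.248 for Cp15, 4.4e-08 to 0.266 for Cp16, 4.22e-08 to 0.266 for Cp19, 4.7e-08 to 0.266 for Cp36 and 9.56e-05 to 0.248 for CG16762).

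In larvae 2917 features passed the threshold, and of 100 splits of the 12 larval arrays 1, the real one, called as many. If the sets were independent, this argues against a chance division of the arrays as the reason for the count. The splits cannot tell an effect of the flight from sets that shared a cassette, which the labels do not name. The highest of the other splits called 1982, and it was the real grouping with flight array 1 and ground array 12 exchanged.

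The change between flight and ground differed between larvae and adults for 1269 features by the interaction test (664 with a higher and 605 with a lower change in larvae). The differences with the lowest p in each direction among probe sets with 1 gene, larvae minus adults, were -6.16 for Cp15, -5.53 for Cp19, -5.25 for Cp36, -4.95 for Cp16 and -4.39 for Cp18 on 1 side, and 2.59 for CG16762, 1.95 for CG13877, 1.39 for CG8788, 1.07 for CG15019 and 0.99 for hoka, a septate junction gene, on the other. Of the 36 genes of Tables 1 and 2, 14 differed: He, Pxn, Sr-CI, Lectin-galC1, Tep1, Tep2, spz, SPE, Mtk, AttD, AttA, Dro, LysX and PPO1. The study picked these 36 on the same larval arrays, which favours a difference from adults, so the 14 are not independent evidence. The count over all 17104 features depends on single arrays. It was 757 without flight larval array 3, 774 without 4, 2052 without ground larval array 12, 485, 713 and 736 without flight adult arrays 7, 8 and 9, and 4406, 513 and 576 without ground adult arrays 16, 17 and 18.

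Lists outside the genes the paper discusses moved in flight larvae. Of 5 larval serum and fat body proteins (median log2 change -1.06, camera adjusted p = 0.00132, 0.235 with an estimated correlation), Obp99b, Fbp1, Fbp2 and Lsp2 fell, of which Fbp1 and Lsp2 passed in 14 of 24 settings each (adjusted p of 0.0198 to 0.104 and 0.00950 to 0.0986). Without flight array 3 or 4 or ground array 10, 11, 13, 14 or 15 neither passed (adjusted p = 0.0706 to 0.101 and 0.0596 to 0.0986), nor did Fbp1 without flight array 1 (0.0570) or Lsp2 without flight array 5 or 6 (0.0655 and 0.0663). Of 16 ecdysone response genes (-0.35), 8 fell (8 when adjusted over the list alone), among them ImpE2, br and ImpE3 by 2.69, 1.67 and 1.65, and ftz-f1 rose by 0.43, with a camera adjusted p = 0.00132 and an adjusted p = 0.235 with an estimated correlation. With the staging score ImpE2, br and ImpE3 lost their calls (adjusted p = 0.754, 0.636 and 0.363), through smaller changes (ImpE2 log2 change -0.45, standard error 0.461, against -2.69 and 0.687 without it, br -0.39, standard error 0.299, against -1.67 and 0.403) and for ImpE3 a larger error as well (-0.82, standard error 0.385, against -1.65 and 0.352). Of 13 larval cuticle proteins (-0.34, camera adjusted p = 0.0245, 0.350 with an estimated correlation), 2 fell (2 when adjusted over the list alone), and the list lost its call without ground array 12, by fry and with dim probe sets under the median left out (adjusted p = 0.112, 0.0854 and 0.132, range 0.00912 to 0.350 over 17 settings). Of 16 genes of DNA replication and the cell cycle (-0.29, camera adjusted p = 9.43e-05, 0.363 with an estimated correlation and 0.0868 by fry, range 4.26e-07 to 0.363), 1 fell over all features, 5 when adjusted over the list alone and 13 without ground array 12. Of 24 testis and male accessory gland genes (0.22, camera adjusted p = 0.0156, 0.350 with an estimated correlation), 8 rose and none fell (10 higher when adjusted over the list alone). Another sex ratio of the larval sets may underlie this last shift, but it cannot be told apart from others on this list, since roX1 and roX2 were not analysed here and the median of 0.22 lies under the 0.5 set for it.

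In adult females, 11 lists outside the genes the paper discusses passed by camera, none of them with an estimated correlation (lowest adjusted p = 0.432 over all lists) and none by fry. Of 16 eggshell genes (median log2 change 2.07, camera adjusted p = 6.89e-15), 5 rose over all features and 8 when adjusted over the list alone. The other lists held no gene past the threshold by limma over all features. Of 17 ovarian germline genes (0.93, camera adjusted p = 5.54e-06), 12 had an unadjusted p under 0.05, with 8 higher and 1 lower when adjusted over the list alone. Of 9 photoreceptor genes (0.63, camera adjusted p = 2.22e-07), 7 had one and 7 were higher when adjusted over the list alone. Of 16 cell cycle genes (0.54, camera adjusted p = 1.66e-06), 8 had one and 5 were higher when adjusted over the list alone. The medians were 0.69 for heat shock proteins, 0.35 for muscle proteins, 0.45 for dosage compensation and sex determination, 0.42 for the clock, 0.23 for glycolysis, 0.18 for digestive enzymes and -0.44 for serum and fat body proteins (unadjusted counts 2, 2, 3, 2, 1, 5 and 3). None of their genes was higher when adjusted over the list alone, and 3 serum and fat body proteins were lower. Their camera adjusted p-values were 0.00305, 0.00331, 0.00566, 0.00566, 0.0217, 0.0369 and 0.0327. Without ground array 17, glycolysis, muscle, clock and fat body lost their calls (adjusted p = 0.0502, 0.0502, 0.0678 and 0.0660). Without ground array 18, glycolysis, muscle and dosage compensation did (adjusted p = 0.0589, 0.125 and 0.0589), and digestive enzymes and fat body did without ground array 16 (adjusted p = 0.204 and 0.0523) or flight array 8 (adjusted p = 0.122 and 0.122). With dim probe sets under the median left out, glycolysis, dosage compensation and digestive enzymes lost theirs (adjusted p = 0.168, 0.387 and 0.280), as did muscle and the clock, and digestive enzymes also with quantile normalization (adjusted p = 0.111). Over 11 settings the ranges were 0.0194 to 0.467 for glycolysis, 8.52e-06 to 0.594 for muscle, 0.000312 to 0.432 for the clock, 0.0146 to 0.562 for fat body, 0.00310 to 0.432 for dosage compensation and 0.0171 to 0.432 for digestive enzymes.

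Single arrays stood apart from their group in 16 of 140 groups of 6 larval arrays, where the gap to the nearest array, as a share of the group's range, exceeded Dixon's critical value and chance gives about 7 (1 in 20). Ground array 12 was the lowest in 9 of them, with a gap of 0.652 of the range for Sr-CI, 0.708 for Sr-CIV, 0.657 for TotA, 0.640 for the mean of the lysozymes, 0.724 for the phagocytic receptors, 0.707 for the plasmatocyte markers, 0.691 for the fat body proteins, 0.676 for the ecdysone response and 0.740 for the cell cycle. Flight array 5 was the lowest for Thor (0.730) and the highest for the Eig71E late puff genes (0.724), and without it that list passed by camera (adjusted p = 0.0323, range 0.0323 to 0.938 over 16 settings). Flight array 6 was the highest for the Imd pathway (0.635) and flight array 1 for the plasmatocyte markers (0.647). Ground array 13 was the highest for Dro (0.626), and ground array 14 was the highest for the Eig71E genes (0.865) and the lowest for the insulin and fasting response (0.664). The cause was not tested.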

How the results depend on the processing

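The staging score as a covariate was chosen only after the result was seen. In larvae, the number of genes past the threshold was 2917, 1009 with at least 1.5-fold, 311 with the staging score as a covariate (284 of them shared), 2723 to 3815 in the other settings with all arrays but the joint fit (2282), and 2075 (without flight array 3) to 3927 (without ground array 12, 2813 shared) with 1 array left out. Of 33 genes of Tables 1 and 2 past the threshold in the paper's direction, 10 passed with the staging score. Of the genes the paper calls unchanged, 2 passed, eater and Stat92E: 1 in the joint fit, 1 with at least 1.5-fold, 0 with the staging score by limma, and 1 (without flight array 2) to 4 (without ground array 12) with 1 array left out. In adults, 6 genes passed, 2195 with array weights, 1122 in the joint fit, and 1 (without ground array 17) to 2982 (without ground array 16) with 1 array left out. Of 127 immune genes in adults, 0 passed by limma (24 unadjusted), 27 with array weights, 12 in the joint fit, and 0 (without flight array 7) to 33 (without ground array 16) with 1 array left out. The difference between stages, 1269, ran from 485 (without flight array 7) to 4406 (without ground array 16). Of 39 gene lists, 18 passed in larvae, 0 with an estimated correlation (17 by fry) and 11 with dim probe sets under the median left out, where a smaller number of genes was tested. In adults 14 lists passed, 0 with an estimated correlation, 0 by fry, 9 with dim probe sets under the median left out, and 9 (without ground array 17) to 16 (without flight array 9) with 1 array left out. The log2 change of Fbp1 in larvae, which fell by 2.73, was 0.38 with the staging score, a score that holds Fbp1 itself. Among the values of single genes in larvae, 2618 kept their direction and side of the threshold, 49 passed newly, 150 no longer passed and 1 reversed, and in adults 1788 kept both, 134 passed newly and 13 no longer passed. For the lists these numbers were 619, 10 and 31 in larvae and 368, 11 and 49 in adults, and the 10 genes named for the difference between stages kept both in 218 of 218 values. Apart from what the settings' own construction shows, the cause was not tested. No paired analysis was possible because the groups compared share no replicate numbers. What signal over background limits was tested only through the filters on dim probe sets.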

Differences from the paper's values

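The staging score as a covariate was chosen only after the result was seen. For the 36 genes of Tables 1 and 2, the folds found here lie within 1.34 times the paper's, the largest ratio being that of AttA, and the log2 folds correlate across genes with the paper's at r = 0.994, where genes are not independent replicates. Of 785 values under the alternatives set before the data were examined, 1 differs by more than 1.5-fold and the replicate SD: dl with the probe set of the highest mean, with a fold of 0.922 against the paper's 0.60.

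Statements on single genes differ as follows. The paper lists Pvf2, lz and Dscam as downregulated, and here they did not pass by limma (adjusted p = 0.0534, 0.0669 and 0.0825). For 29 of the 36 genes of Tables 1 and 2 the adjusted p by limma was larger here than the paper's. For He it was 7.90e-05 against 1.9e-08. The failure of Pvf2, lz and Dscam thus need not be particular to these genes. Pvf2 passed with dim probe sets under the 25th percentile left out, median centring, eBayes with trend, array weights (0.0134), the joint fit and without flight array 1 or ground array 12 (range 0.00615 to 0.124). lz passed with median centring, array weights (0.0451) and without flight array 6 (range 0.0271 to 0.156). Dscam1 passed with quantile normalization (0.0223), median centring, array weights and without ground array 12 (range 0.00938 to 0.181). The paper gives eater as unchanged, and also the STAT gene marelle, for which it names no stage, and here in larvae eater had a log2 change of -1.38 (adjusted p = 0.00248) and Stat92E of -0.34 (adjusted p = 0.0454), while 12 other genes it calls unchanged did not pass, with 95% intervals of -0.59 to 0.42 between them. eater did not pass with the staging score (0.174, against 1.93e-05 to 0.00793 in 24 settings), which was chosen after seeing the values and keeps 10 of the 33 calls in Tables 1 and 2. Stat92E did not pass in the joint fit (0.176), where at least 1.5-fold was required, without flight array 2, 3, 4, 5 or 6 or ground array 10, 11, 13, 14 or 15, and with the staging score (range 0.00141 to 0.176 in 24 settings). In adults Stat92E did not pass (0.66, adjusted p = 0.385), except with array weights and without ground array 16 (adjusted p = 0.0222 and 0.00525, range 0.00525 to 0.771 in 18 settings). The paper names PGRP-SC2 as the gene of its recognition group that rose, and here PGRP-LE rose as well, by 0.28 (adjusted p = 0.0121). From the unchanged marker msn, and because these cells form only after infection, the paper proposes that lamellocytes were not affected. Here msn and the lamellocyte marker atilla did not pass, while ItgaPS4, PPO3, cher and mys fell by 3.38, 1.23, 0.55 and 0.46. The calls of cher and mys ended where at least 1.5-fold was required and with the staging score. Crq rose here as in the paper.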

Other observations

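In larvae, the largest rises among genes past the threshold by limma with fully separated arrays were in single genes that were not tested as a group: hgo (homogentisate dioxygenase) rose by 1.63, Tdh (threonine dehydrogenase) by 1.53, Hex-C (a hexokinase) by 1.45 and Bcat (a branched-chain aminotransferase) by 1.38 on the log2 scale, beside CG14022 (1.84), CG9626 (1.65), CG30265 (1.59), CG4563 (1.51), CG13877 (1.48) and CG17570 (1.37). The largest falls were -4.75 in the digestive protease Jon99Fi, -4.07 in the glue gene Sgs5bis, -3.71 in Obp99b, -3.55 in the alkaline phosphatase Alp7, -3.38 in ItgaPS4, -3.35 in Eig71Ee, -3.18 in TotA, -3.01 in LysX, -2.91 in the cuticle gene Lcp65Ag3 and -2.84 in the esterase Est-P. With the staging score, chosen after the data had been seen, hgo, Hex-C, CG4563, Sgs5bis, Obp99b and Eig71Ee lost their calls (adjusted p = 0.133, 0.152, 0.248, 0.198, 0.0584 and 0.141), and the other 14 kept them. The changes of all 6 were smaller with the score (hgo log2 change 1.12, standard error 0.349, against 1.63 and 0.282 without it, Hex-C 1.01, standard error 0.330, against 1.45 and 0.261, CG4563 0.97, standard error 0.377, against 1.51 and 0.304, Sgs5bis -1.12, standard error 0.399, against -4.07 and 0.842, Obp99b -0.84, standard error 0.207, against -3.71 and 0.789 and Eig71Ee -0.85, standard error 0.271, against -3.35 and 0.701), and the errors of hgo, Hex-C and CG4563 larger. Obp99b is itself in the score, so its loss is partly set by how the score was built.

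Further lists did not pass by camera in larvae, and their median log2 change and camera adjusted p stand in parentheses. Of 16 genes of the insulin, FOXO and fasting response (0.07, 0.907), 5 rose, Akh by 1.02 and chico by 0.34 among them, and 5 fell, sug by 1.35 and Ilp5 by 0.51 among them. Of 5 heat shock genes (0.32, 0.356), DnaJ-1 and Hsp60A rose by 1.08 and 0.50, and Hsp27 fell by 1.14. Of 8 clock genes (0.13, 0.913), cwo rose by 0.62, and vri and cyc fell by 1.62 and 0.65. Of 29 antioxidant and detoxification enzymes (0.12, 0.187), 5 rose and none fell. Of 31 digestive enzymes (0.12, 0.187), 4 rose and 2 fell, and 8 rose without ground array 12. Of 8 glycolytic genes (0.18, 0.115), 1 rose, and of 7 genes of the citric acid cycle (0.07, 0.515), 1 rose. Without ground array 12 these counts were 2 and 3. Among 29 ribosomal protein genes (-0.01, 0.537), 1 rose, and among 18 muscle genes (0.00, 0.787), 1 fell. Without ground array 12, 2 muscle genes rose and 2 fell. Among 16 eggshell genes (-0.05, 0.187), 1 fell, among 17 germline genes (-0.06, 0.187), 2 rose and 2 fell, among 8 genes of dosage compensation and sex determination (-0.02, 0.644), 1 fell, among 9 photoreceptor genes (-0.02, 0.618), 1 rose and 1 fell, and among 9 Eig71E genes (-0.11, 0.213), 1 fell. When adjusted over the list alone, the counts were the same except for heat shock genes (3 higher and 2 lower), clock genes (3 higher and 2 lower), digestive enzymes (6 higher and 3 lower), ribosomal genes (0 higher and 0 lower, 1 at an unadjusted p under 0.05) and muscle genes (0 higher and 0 lower, 4 at an unadjusted p under 0.05). Heat shock genes passed by fry (adjusted p = 0.0197, range 0.0197 to 0.629 over 17 settings). Without ground array 12 the detoxification, digestive and glycolysis lists passed (adjusted p = 0.0459 for each, ranges 0.0459 to 0.779, 0.0459 to 0.779 and 0.0369 to 0.603), and glycolysis also without flight array 6 (adjusted p = 0.0369). The list of genes the paper calls unchanged had a median of -0.11 and 0.112 in larvae and passed without ground array 14 (adjusted p = 0.0444, range 0.0444 to 0.488 over 17 settings). In adults it passed (0.46, 0.00305), and not with an estimated correlation (0.432) or by fry (0.305, range 0.000163 to 0.432 over 11 settings).

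Of the genes that the paper measured by qPCR in infected adults, CecA1 was not analysed here, and the other 10 had these log2 changes in the arrays of uninfected females: imd -0.15, Rel 0.48, Dif -0.17, AttA 1.10, Tl 1.53, cact 0.40, dl 0.26, Drs -0.39, Mtk -0.22 and spz 0.72. None passed by limma, and the adjusted p-values ran from 0.316 (AttA, Tl and spz close together) to 0.752 (dl). Without ground array 16, 5 of the 10 passed: Tl at 2.21 (adjusted p = 0.000908), spz at 0.98 (adjusted p = 0.00527), dl at 0.71 (adjusted p = 0.0380), Rel at 0.76 (adjusted p = 0.0451) and cact at 0.85 (adjusted p = 0.0458). Tl, spz and Rel also passed with array weights (adjusted p = 0.0113, 0.0220 and 0.0431), and Tl and spz in the joint fit (adjusted p = 0.0180 and 0.0242). Over 18 settings the ranges were 0.000908 to 0.771 for Tl, 0.00527 to 0.771 for spz, 0.0380 to 0.978 for dl, 0.0431 to 0.792 for Rel and 0.0458 to 0.863 for cact.

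Further lists in adults had a camera adjusted p above 0.05 with all arrays and passed without 1 of them. Without ground array 16 these were the ecdysone response (adjusted p = 0.0425, range 0.0425 to 0.432), the insulin, FOXO and fasting response (adjusted p = 0.0317, range 0.0317 to 0.760) and the citric acid cycle (adjusted p = 0.0145, range 0.0145 to 0.594), and the last passed also without flight array 9 (adjusted p = 0.0377) and, with all arrays, on the probe set with the highest mean (adjusted p = 0.0432). The E. coli binding group of Table 1 passed without flight array 7 or 9 (adjusted p = 0.0467 and 0.0272, range 0.0272 to 0.432), and with all arrays it passed with quantile normalization (adjusted p = 0.0453) and on the probe set with the highest mean (adjusted p = 0.0481).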
